# Chromosomal instability induced in cancer can enhance macrophage-initiated immune responses that include anti-tumor IgG

**DOI:** 10.7554/eLife.88054

**Published:** 2024-05-28

**Authors:** Brandon H Hayes, Mai Wang, Hui Zhu, Steven H Phan, Lawrence J Dooling, Jason C Andrechak, Alexander H Chang, Michael P Tobin, Nicholas M Ontko, Tristan Marchena, Dennis E Discher

**Keywords:** macrophages, aneuploidy, phagocytosis, SIRPα, antibodies, CIN, Mouse

## Abstract

Solid tumors generally exhibit chromosome copy number variation, which is typically caused by chromosomal instability (CIN) in mitosis. The resulting aneuploidy can drive evolution and associates with poor prognosis in various cancer types as well as poor response to T-cell checkpoint blockade in melanoma. Macrophages and the SIRPα-CD47 checkpoint are understudied in such contexts. Here, CIN is induced in poorly immunogenic B16F10 mouse melanoma cells using spindle assembly checkpoint MPS1 inhibitors that generate persistent micronuclei and diverse aneuploidy while skewing macrophages toward a tumoricidal ‘M1-like’ phenotype based on markers and short-term anti-tumor studies. Mice bearing CIN-afflicted tumors with wild-type CD47 levels succumb similar to controls, but long-term survival is maximized by SIRPα blockade on adoptively transferred myeloid cells plus anti-tumor monoclonal IgG. Such cells are the initiating effector cells, and survivors make de novo anti-cancer IgG that not only promote phagocytosis of CD47-null cells but also suppress tumor growth. CIN does not affect the IgG response, but pairing CIN with maximal macrophage anti-cancer activity increases durable cures that possess a vaccination-like response against recurrence.

## Introduction

Chromosomal instability (CIN) has long been associated with poor prognosis and reduced immune cell activity against tumors (Davoli et al., 2017; Vasudevan et al., 2021). The high frequency of chromosome mis-segregation in CIN often generates micronuclei and can cause aneuploidy – an abnormal ratio of chromosomes. CIN-induced genetic heterogeneity can serve as a tumor promotor (Sheltzer et al., 2017) and allow some tumor subpopulations to favor aggression, metastatic potential, immune evasion, and resistance to therapies (Ben-David and Amon, 2020; Chunduri and Storchová, 2019; Vasudevan et al., 2021). However, early-stage CIN also induces anti-cancer vulnerabilities (Cohen-Sharir et al., 2021; Vasudevan et al., 2020), such as proliferation deficits (Wang et al., 2021). Early-stage CIN-afflicted cells have yet to adapt and achieve aneuploidies that favor growth and immune evasion (Tripathi et al., 2019; Vasudevan et al., 2021). CIN in diploid cells that is caused by spindle assembly checkpoint disruption via MPS1 kinase inhibition (MPS1i) further induces a senescence-associated secretory pathway phenotype and upregulation of NF-κB and interferon-mediated pathways, among others, that drive immune clearance of chromosomally aberrant cells (Santaguida et al., 2017; Wang et al., 2021). CIN and ploidy changes also inhibit tumor growth in immunocompetent mice while having little effect in immunocompromised mice (Senovilla et al., 2012; Boilève et al., 2013), which suggests CIN somehow increases immunogenicity.

Recent analyses of The Cancer Genome Atlas (TCGA) showed that highly aneuploid tumors include macrophages that are polarized toward a pro-cancer, M2-like phenotype, among other pro-cancer immune changes (Davoli et al., 2017; Taylor et al., 2018). MPS1i-treated cancer cells have also been reported to escape immune-mediated clearance (Wang et al., 2021), with another study reporting that cancer cells respond to CIN with IL6-STAT3 signaling (Hong et al., 2022) that protects from CIN-induced cell death, allows cells to adapt to CIN- and aneuploidy-induced stresses, and minimizes interferon-related anti-cancer responses. Pro-survival signaling amidst CIN also increases factors (such as IL6) that can induce a pro-cancer, M2-like phenotype (Fernando et al., 2014). On the other hand, ploidy changes tend to increase factors that can promote macrophage-mediated phagocytosis (Chao et al., 2010; Krysko et al., 2018), which led us to hypothesize that macrophages can be manipulated to more productively counter CIN- and aneuploidy-afflicted tumors.

Phagocytosis of ‘self’ cells including cancer cells is generally inhibited by the macrophage checkpoint interaction between SIRPα on the macrophage and ubiquitously expressed CD47 on any target cell (Oldenborg et al., 2000; Tsai and Discher, 2008). While tumor cell engulfment can be driven to some extent via IgG opsonization by using anti-tumor monoclonal antibodies that bind Fc receptors on macrophages (Alvey et al., 2017; Suter et al., 2021), this is generally insufficient to eliminate cancers, especially solid tumors. Maximal macrophage-mediated phagocytosis is achieved when CD47-SIRPα signaling is simultaneously disrupted. However, achieving tumor rejection is still a major challenge for macrophage-oriented therapies in clinically relevant immunocompetent mice with syngeneic tumors (Ingram et al., 2017; Sockolosky et al., 2016). In patients, multiple clinical trials of antibody blockade of CD47 have been stopped due to safety concerns and little to no efficacy - which motivates more fundamental studies as well as safer approaches. Additionally, macrophages often polarize toward tumor-associated macrophage (TAM) phenotypes that tend to correlate with poor clinical prognoses (Cerezo-Wallis et al., 2020; Noy and Pollard, 2014), have poor phagocytic function, and can promote tumor growth (Georgouli et al., 2019). The cited TCGA analyses that indicated pro-cancer macrophages predominate in highly aneuploid tumors almost certainly reflects selection for cancer growth but might not reflect high levels of ongoing CIN.

We hypothesized that early-stage CIN in cancer cells can stimulate anti-cancer activity of macrophages sufficient to dominate proliferation of high CIN tumors, but probably only when maximizing pro-phagocytic conditions, such as with blockade of SIRPα (rather than ubiquitous CD47). Our results provide initial in vitro and in vivo evidence that CIN indeed favors anti-cancer macrophage activity and consistently increases durable cures in mice under conditions of maximal phagocytosis. Elimination of these CIN-afflicted solid tumors further drives development of both anti-cancer opsonizing IgGs and enhanced cell-mediated immunity, both of which can help suppress growth against aggressive chromosomally stable tumors.

## Results

### CIN-afflicted tumors skew macrophages toward an anti-cancer phenotype

To investigate the possible effects that cancer cell CIN may have in mediating macrophage immune response, we focused on the poorly immunogenic B16F10 mouse melanoma model. To induce CIN, we treated cells for 24 hr with the MPS1 inhibitor reversine (Hong et al., 2022; Kitajima et al., 2022; Santaguida et al., 2017; Santaguida et al., 2010), and after washout and recovery for 48 hr (Figure 1A), we quantified CIN in B16F10 cells, characterized its effects in early-stage tumors, and studied potential effects on macrophages in vitro (Figure 1A). MPS1i increased the frequency of micronuclei visible in interphase cells (Figure 1B), as micronuclei are often used as a surrogate for CIN and genome instability (Cohen-Sharir et al., 2021; Crasta et al., 2012; Harding et al., 2017; Mackenzie et al., 2017). Regardless of the MPS1i concentration, we saw >10-fold increases of micronuclei over the cell line’s low basal level (~1% of cells), and two other MPS1i inhibitors AZ3146 and BAY12-17389 confirm such effects (Figure 1—figure supplement 1A). Micronuclei-positive cells can persist up to 12 days after treatment (Figure 1—figure supplement 1B), while control cells maintain the low basal levels. The results suggest pre-treatment with MPS1i can simulate CIN in experimental contexts even for 1–2 weeks.

**Figure 1.**
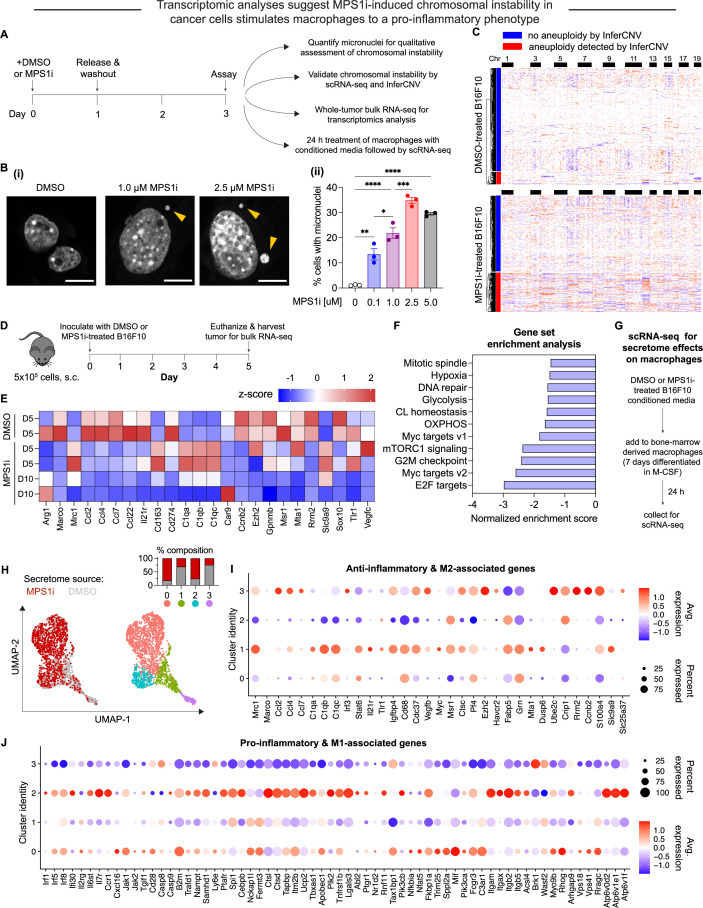
MPS1 kinase inhibition (MPS1i)-induced chromosomal instability generates microenvironment conditions that skew toward anti-cancer M1-like macrophages relative to a pro-cancer M2-like phenotype. (**A**) Schematic for treatment of B16F10 mouse melanoma cells with MPS1 inhibitors (MPS1i), such as reversine, or the equivalent volume of DMSO vehicle control. After 24 hr, cells were washed twice with phosphate-buffered saline (PBS) and allowed to recover for an additional 48 hr. Follow-up experiments assessed chromosomal instability, aneuploidy, and effects on bone marrow-derived macrophages (BMDMs). (**B**) (**i**) Representative DNA images of B16F10 cells after treatment. Scale bars = 10 μm. Yellow arrowheads point at micronuclei, which signify chromosomal instability. (ii) Quantification of the percentage of cells with micronuclei across a range of different MPS1i concentrations (mean *±* SEM shown, n = 3 replicates per condition). Statistical significance was calculated by ordinary one-way ANOVA and Tukey’s multiple comparison test (*p<0.05; **p<0.01; ***p<0.001; ****p<0.0001). (**C**) Inferred copy number in DMSO and MPS1i-treated B16F10 cells from single-cell RNA-sequencing and the InferCNV pipeline. Cells that are considered aneuploid (labeled as outliers in the InferCNV algorithm) show full-level chromosome gains and/or losses compared to the consensus copy number profile for most DMSO-treated cells. 34% of MPS1i-treated cells show aneuploidy, as determined by InferCNV, compared to 10% of DMSO-treated cells. (**D**) Schematic for whole-tumor bulk RNA-sequencing. Prior to tumor inoculation, CD47 knockout (KO) B16F10 cells were treated with 2.5 μM MPS1i (reversine) or the equivalent volume of DMSO vehicle control. Cells were treated for 24 hr, after which they were washed twice with PBS and allowed to recover for 48 hr. C57BL/6 mice were then subcutaneously injected with 5×10^5^ cells and euthanized 5 or 10 days later, with tumors excised and disaggregated for sequencing. (**E**) Heatmap of selected RNA transcripts related to M2 macrophage polarization and pro-tumor function that were differentially expressed in tumors of MPS1i-treated B16F10 compared to DMSO pre-treated cells. Heatmap shows log_2_-transformed transcript reads as z-score normalized. Overall, M2 markers are downregulated at day 5 and even further at day 10 compared to DMSO controls. Tumors analyzed: two comprised of DMSO-treated cells 5 days post-inoculation, two comprised of MPS1i-treated cells 5 days post-inoculation, and two comprised of MPS1i-treated cells 10 days post-inoculation. (**F**) Top downregulated hallmark gene sets in tumors comprised of MPS1i-treated B16F10 cells, show downregulated DNA repair, cell cycle, and growth pathways, consistent with observations of slowed growth in culture and in vivo – as subsequently quantified. Gene set enrichment analysis pathways were obtained from MSigDB. Abbreviations: CL homeostasis = cholesterol homeostasis; OXPHOS = oxidative phosphorylation. (**G**) Scheme for conditioned media (secretome) treatment of BMDMs and subsequent characterization by single-cell RNA-sequencing. Media from DMSO and MPS1i-treated B16F10 cells was collected and added 1:1 with fresh media to 7 day differentiated BMDMs (with 20 ng/mL macrophage colony-stimulating factor [M-CSF]). After 24 hr, BMDMs were processed for single-cell RNA-sequencing. (**H**) (Left) Uniform manifold approximation and projection (UMAP) plots of expression profiles for all analyzed BMDMs, treated with the secretome from DMSO-treated (gray) or MPS1i-treated (red) B16F10 cells. Each circle represents an individual cell. (Right) Same UMAP plots but colors now represent cells clustered together based on similarity of global gene expression. (Inset) Composition of each cluster. (**I**) Dot plot showing proportion of cells in each cluster expressing M2-like and anti-inflammatory genes (pro-cancer gene set). Right: Heatmap scale for average gene expression and dot size reference for proportion of cells in the cluster that express a gene. Clusters 1 and 3, both of which consist of ~75% of BMDMs treated with conditioned media from DMSO-treated B16F10, generally show downregulated transcript levels for genes associated with skewing macrophages to an M1-like and pro-inflammatory phenotype (anti-cancer). Cluster 3, in particular, shows significant downregulation, whereas clusters 0 and 2 that consist of 75% of BMDMs treated with conditioned media from MPS1i-treated B16F10 show upregulated expression of many anti-cancer genes, especially cluster 2. (**J**) Dot plot showing proportion of cells in each cluster expressing M1-like and pro-inflammatory polarization-associated genes (anti-cancer gene set overall). Right: Heatmap scale for average gene expression with dot size reference for the proportion of cells in a cluster expressing a gene. Clusters 1 and 3, both of which consist of ~75% of BMDMs treated with conditioned media from DMSO-treated B16F10, generally show upregulated transcript levels for genes associated with skewing macrophages to an M2-like, anti-inflammatory, pro-cancer phenotype. Clusters 0 and 2 consist of 75% of BMDMs treated with conditioned media from MPS1i-treated B16F10 and show little-to-no expression or else downregulation of many of these genes.

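Whole-tumor RNA of 6 tumors was sequenced in 3 groups of 2 tumors, which were DMSO at day 5, MPS1i at day 5 and MPS1i at day 10. Before injection the CD47 KO cells had been exposed to 2.5 μM MPS1i or to DMSO for 24 hr and kept without drug for 48 hr. No DMSO tumor of day 10 was analysed here, so drug and day change together wherever MPS1i tumors of day 10 are set against DMSO tumors. Each library holds RNA of every cell type left after the tumor was disaggregated, cancer cells and host cells alike. The paper lists the C57BL/6J mice as male, while the sample labels give them as female. The authors aligned the reads to mm10 (GENCODE vM23/Ensembl 98) with STAR and deposited the read counts per gene without normalization. Reads were counted over whole gene bodies, introns included, without regard to strand, and a read over several genes was counted for each of them. A gene that lies inside another gene can therefore carry counts of its neighbor. The counts summed to 23234945 and 28493494 in the DMSO tumors, to 10930741 and 23540917 in the MPS1i tumors of day 5, and to 24580664 and 28662110 in those of day 10. Levels are given as CPM, library-scaled read counts, after scaling by edgeR's TMM factors, which ran from 0.8727 to 1.123. A count of 0 allows for up to 3 counts, which is 0.314 CPM in the smallest library and between 0.0965 and 0.141 CPM in the others. That limit covers counting error only, not the difference between mice. Of 32285 genes, 19152 passed edgeR's filter on low counts (filterByExpr, minimum count 10) and were tested. A single quasi-likelihood model was fitted to all 6 tumors, with 3 residual degrees of freedom and two-sided p-values. Changes are log2 fold changes of the MPS1i tumors over the DMSO tumors of day 5, unless the MPS1i tumors of day 10 are set against those of day 5.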

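The study chose the 24 genes of Figure 1E on these same tumors. At day 5, 15 of them were lower than in DMSO tumors and 9 were higher (Mrc1, Cd163, C1qa, C1qb, C1qc, Mta1, Slc9a9, Tlr1 and Vegfc). At day 10, 16 were lower and 8 were higher (Arg1, Mrc1, Cd163, C1qa, C1qb, C1qc, Car9 and Slc9a9). Leaving out the first MPS1i tumor of day 10 moved these counts most, to 22 lower genes at day 10. Scaling by library size alone gave 17 lower genes at day 5 and 21 at day 10, and turned Mta1 and Tlr1 lower at day 5. That scaling also put the median of all genes at −0.231 at day 5 and −0.0993 at day 10. Relative to the median of all genes, 16 genes were lower at day 5 and 18 at day 10 with either scaling. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 0 of the 24 had an adjusted p under 0.05 at day 5, and 15 had an unadjusted p under 0.05. At day 10, 5 genes passed (Ccl2, Ccl4, Ccnb2, Rrm2 and Sox10), all of them lower. Adjusted over the list alone, 9 genes passed at day 5 (7 lower) and 13 at day 10 (all lower), which is not independent evidence since the list was chosen on these tumors. Between the MPS1i tumors, 19 of the 24 genes were lower at day 10 than at day 5 under each of 3 scalings, and Arg1, Marco, Car9, Ccnb2 and Rrm2 were higher. In that comparison 0 genes passed over all genes and 15 had an unadjusted p under 0.05. Adjusted over the list alone, 3 genes passed, of which Arg1 rose and Sox10 and Tlr1 fell. Sox10 (ENSMUSG00000033006, chromosome 15, 79154908 to 79165240), a marker of melanoma cells, had 474.4 and 236.1 CPM in DMSO tumors, 29.4 and 98.4 CPM at day 5, and 8.49 and 8.17 CPM at day 10. Its log2 fold change was −2.47 at day 5 (SE 0.656, adjusted p = 0.231) and −5.41 at day 10 (SE 0.751, adjusted p = 0.0195). Ccnb2 (ENSMUSG00000032218, chromosome 9, 70407692 to 70421547), a cyclin, fell by 3.50 on the log2 scale at day 5 (SE 0.535, adjusted p = 0.169) and by 3.00 at day 10 (SE 0.52, adjusted p = 0.0331). Rrm2 (ENSMUSG00000020649, chromosome 12, 24708241 to 24714146), a ribonucleotide reductase subunit, fell by 3.40 at day 5 (SE 0.489, adjusted p = 0.169) and by 2.83 at day 10 (SE 0.474, adjusted p = 0.0308). DESeq2's Wald test gave adjusted p-values at day 5 of 0.00841 for Sox10, 1.6e-07 for Ccnb2 and 3.1e-07 for Rrm2. Without a filter on low counts, Ccnb2 and Rrm2 were at 0.0495. Over the other alternatives these genes ran from 0.102 to 0.372 at day 5. Car9 (ENSMUSG00000028463, chromosome 4, 43506966 to 43513729, with 26.3% of its length shared with Gm12454) rested on single tumors. It had 104.9 and 53.3 CPM in DMSO tumors, 1.78 and 3.76 CPM at day 5, and 1.59 and 425.3 CPM at day 10. Its log2 fold change at day 10 was 1.43 with both tumors and −5.61 without the second. At day 10, Gpnmb, Msr1 and Tlr1 had log2 fold changes between −2.49 and −2.28 (adjusted p from 0.0761 to 0.124), and Ezh2, Mta1 and Vegfc between −1.44 and −0.97 (adjusted p from 0.216 to 0.477). At day 5 their direction turned when the first MPS1i tumor was left out for Mta1 (from 0.07 to −0.49) and Vegfc (from 0.86 to −0.67). Leaving out the second MPS1i tumor turned Ezh2 (from −0.45 to 0.36) and Tlr1 (from 0.20 to −0.44). Mta1 also turned without the second DMSO tumor, to −0.07, and Tlr1 without the first, to −0.25. Slc9a9 was 1.51 at day 5 (adjusted p = 0.28) and 0.69 at day 10 (adjusted p = 0.447), where it turned to −0.06 without the first day 10 tumor.

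**Figure D1:**
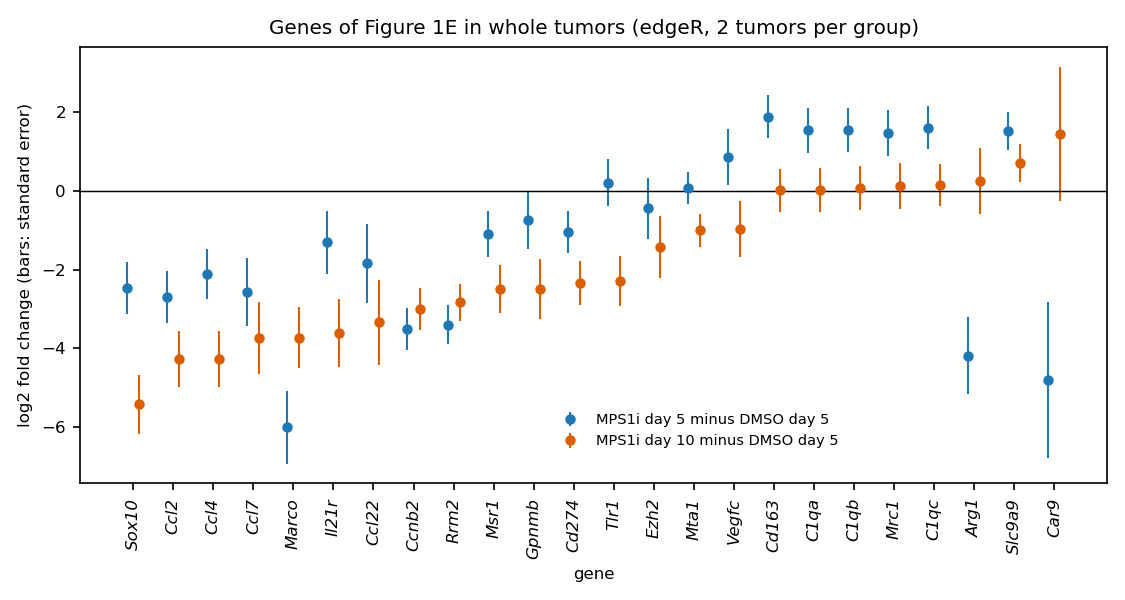
Log2 fold change of the 24 genes of Figure 1E in MPS1i tumors of day 5 and of day 10 over DMSO tumors of day 5 (2 tumors per group). Points are the fitted changes and bars their standard errors. Scaling by library size alone puts Mrc1, Cd163, C1qa, C1qb and C1qc under 0 at day 10 and Mta1 and Tlr1 under 0 at day 5.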

**Figure 1—figure supplement 1.**
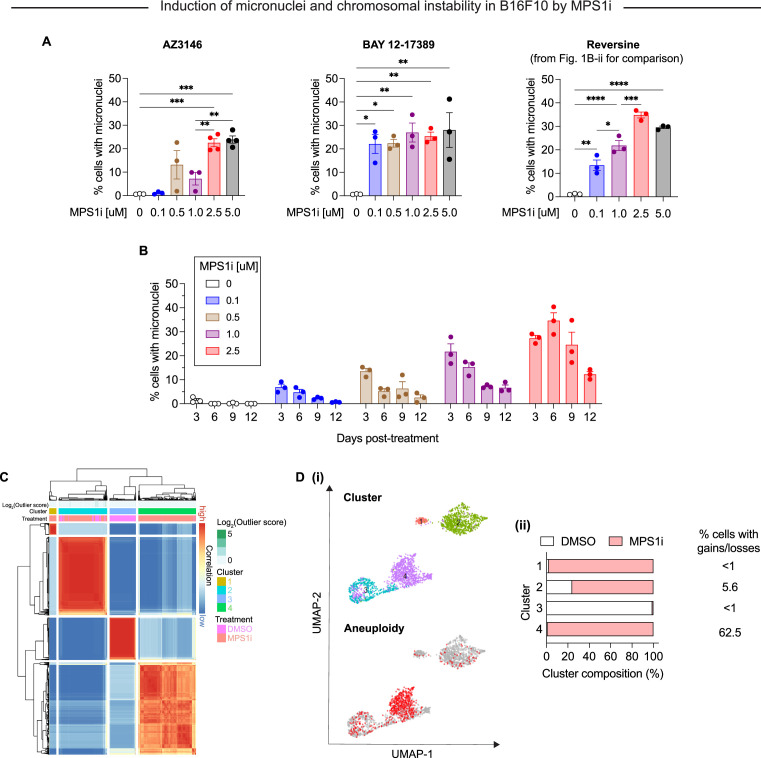
Characterization of MPS1 kinase inhibition (MPS1i)-induced genome and chromosomal instability in B16F10 mouse melanoma. (**A**) Quantification of micronuclei induced by different MPS1 inhibitors (AZ3146, BAY 1217389, and reversine) at different concentrations. Statistical significance was calculated by ordinary one-way ANOVA and Tukey’s multiple comparison test (*p<0.05; **p<0.01; ***p<0.001; ****p<0.0001). (**B**) Quantification of micronuclei induced by MPS1i up to 12 days after initial exposure, showing MPS1i yields micronuclei-positive persistent populations while untreated cells lack micronuclei. (**C**) Consensus clustering of B16F10 analyzed in single-cell RNA-sequencing. B16F10 cells were treated with 2.5 μM MPS1i (reversine) or the equivalent volume of DMSO vehicle control. Cells were treated for 24 hr, after which they were washed twice with phosphate-buffered saline (PBS) and allowed to recover for an additional 48 hr. Cells were then collected and processed using 10x Genomics Chromium Single Cell Gene Expression kit for RNA isolation and library preparation. (**D**) (**i**) Uniform manifold approximation and projection (UMAP) plots of expression profiles for all B16F10 analyzed in single-cell RNA-sequencing. Top: UMAP plots depict clusters in which B16F10 fall, as determined by consensus clustering. Bottom: UMAP plots highlight cells with detectable copy number variations (CNVs), as determined by InferCNV. Red circles indicate individual cells with at least one CNV. Gray circles represent individual cells with no detectable CNV, suggesting these are chromosomally stable. (ii) Quantification of the composition (MPS1i-treated or DMSO-treated B16F10) of each cluster.

Upon confirmation of increased micronuclei induction, we then proceeded to quantitatively assess copy number variations that resulted from MPS1i treatment using single-cell RNA-sequencing. For DMSO-treated B16F10 cells, approximately 10% of the population were considered aneuploid (Figure 1C *– top*; Figure 1—figure supplement 1C) – cells with copy number profiles that are 2.5 standard deviations away from the distribution peak (see Materials and methods). In comparison, 34% of the MPS1i-treated B16F10 cells were aneuploid (Figure 1C *– bottom*; Figure 1—figure supplement 1C and D).

Given that MPS1i induces CIN and quantifiable aneuploidy in B16F10 cells, we next sought to assess whether CIN may affect early-stage immune response and tumor development. We proceeded to establish tumors in mice with either MPS1i-treated or DMSO-treated B16F10 (following the same schema outlined in Figure 1A). We isolated tumors from mice at two timepoints, 5 and 10 days after initial challenge, and then we processed whole tumors for bulk RNA-sequencing (Figure 1D). 

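Cd47 (ENSMUSG00000055447, chromosome 16, 49800533 to 49915010), the gene knocked out in the injected cells, had 91.0 and 136.9 CPM in DMSO tumors, 195.2 and 252.2 CPM in MPS1i tumors of day 5, and 169.6 and 198.0 CPM in those of day 10. Host cells carry an intact Cd47, and a knocked-out gene can still be transcribed, so these levels do not measure the knockout. Its log2 fold change was 0.97 at day 5 (SE 0.386) and 0.69 at day 10 (SE 0.384), with adjusted p-values of 0.331 and 0.352 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tyrp1 (ENSMUSG00000005994, chromosome 4, 80834123 to 80851719), the melanoma antigen bound by the antibody used elsewhere in the study, was at 2266 ± 839.6 CPM in DMSO tumors (SD, n = 2). It was at 81.3 ± 40.3 CPM in MPS1i tumors of day 5 and at 10.8 ± 6.40 CPM in those of day 10. That is a log2 fold change of −4.80 at day 5 (SE 0.753, adjusted p = 0.169) and −7.72 at day 10 (SE 0.862, adjusted p = 0.0142). At day 5 the adjusted p of Tyrp1 was 1.22e-10 by DESeq2's Wald test and 0.0495 without a filter on low counts. Over the other alternatives it ran from 0.105 to 0.321. Across the transcriptome, 0 genes had an adjusted p under 0.05 at day 5, while 2726 had an unadjusted p under 0.05. At day 10, 776 genes passed, 477 higher and 299 lower. Over the mean of both days, 325 genes passed, 58 higher and 267 lower. DESeq2's Wald test moved these counts most, to 1240 genes at day 5, 3177 at day 10 and 2218 over both days. The balance of directions moved too, where DESeq2 gave 1156 higher and 1062 lower over both days, and requiring at least 10 counts in every tumor gave 169 higher and 188 lower at day 10. All 776 genes of day 10 kept their sign and a log2 fold change beyond 1 in each of the 4 fits that left out a tumor of the compared groups. This is no independent check, since the 776 genes were called on these same tumors. The 3 largest fitted changes each way at day 10 ran against groups at the counting limit. Their folds are bounds set at that limit and do not rank them above genes such as Tyrp1. Dsc3 (ENSMUSG00000059898, chromosome 18, 19960930 to 20002351), a desmosomal cadherin, was at least 1860-fold higher (adjusted p = 0.0185). 2310050C09Rik (ENSMUSG00000090314, chromosome 3, 92868359 to 92870216) was at least 980-fold higher (adjusted p = 0.0142), and Mt4 (ENSMUSG00000031757, chromosome 8, 94137197 to 94139031) at least 975-fold (adjusted p = 0.0107). In the same day 10 tumors a list of 10 keratinocyte genes summed to 36600 and 7720 CPM, against 12.3 and 9.69 CPM in DMSO tumors. These 3 genes and others of the 477 may thus belong to keratinocytes or other attached tissue rather than to the tumor. Among the genes that fell, Gbx2 (ENSMUSG00000034486, chromosome 1, 89927956 to 89931179) was at least 88.8-fold lower (adjusted p = 0.0323), with 29.3% of its length shared with D130058E05Rik. Gm829 (ENSMUSG00000073860, chromosome 4, 45683589 to 45723338) was at least 84.4-fold lower (adjusted p = 0.0213), and Nppb (ENSMUSG00000029019, chromosome 4, 147985788 to 147987205) at least 79.9-fold (adjusted p = 0.0161). Without the first day 10 tumor the bound was 552-fold for Dsc3 and 424-fold for 2310050C09Rik, without the second 3160-fold and 1540-fold, and without the first DMSO tumor it was 53.8-fold for Gm829.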

Comparison of tumors comprised of MPS1i-treated and DMSO-treated cells by differential gene expression showed distinct downregulated transcripts for numerous genes encoding M2-like (pro-cancer) macrophage polarization markers (Figure 1E). 

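Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484), which encodes arginase 1, had 12.6 and 62.4 CPM in DMSO tumors, 0.944 and 3.05 CPM in MPS1i tumors of day 5, and 27.5 and 60.9 CPM in those of day 10. Its log2 fold change was −4.18 at day 5 (SE 0.975, adjusted p = 0.227 over all genes and 0.0233 over the list alone) and 0.24 at day 10 (SE 0.841, adjusted p = 0.902). The change at day 10 turned to −0.45 without the first DMSO tumor and to −0.40 without the second day 10 tumor. From day 5 to day 10, Arg1 rose by 4.42 (adjusted p = 0.0975). Marco (ENSMUSG00000026390, chromosome 1, 120474538 to 120505024), a scavenger receptor, had 151 and 395 counts in DMSO tumors, 2 and 2 at day 5, and 16 and 22 at day 10. Both day 5 counts lie under the limit of 3 counts. Set against that limit, Marco was 40.6-fold lower than in DMSO tumors at day 5 (adjusted p = 0.169). This was 25.4-fold without the second DMSO tumor and 65.6-fold without the first MPS1i tumor. A count of 2 can stand for a level above the limit, so these folds may be smaller. At day 10 the log2 fold change of Marco was −3.72 (SE 0.769, adjusted p = 0.0502), with an adjusted p of 0.00815 over the list alone. Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095), which encodes PD-L1 and shares 53.6% of its length with AC119228.1, changed by −1.05 at day 5 (SE 0.533, adjusted p = 0.415) and by −2.35 at day 10 (SE 0.554, adjusted p = 0.0694). DESeq2's Wald test put Arg1 and Marco past the threshold at day 5, with adjusted p-values of 4.07e-04 and 9.71e-07, where the other alternatives ran from 0.0651 (Marco) to 0.321. At day 10 it gave 3.59e-05 for Marco and 0.00172 for Cd274, and the other alternatives ran from 0.0397 to 0.0842 for Marco and from 0.0438 to 0.116 for Cd274. Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057), which encodes CD206, had 113.5 and 131.9 CPM in DMSO tumors, 248.3 and 428.3 CPM at day 5, and 198.4 and 66.9 CPM at day 10. Its log2 fold change was 1.46 at day 5 (SE 0.588, adjusted p = 0.335) and 0.11 at day 10 (SE 0.576, adjusted p = 0.935). Cd163 (ENSMUSG00000008845, chromosome 6, 124304656 to 124330527), a hemoglobin scavenger receptor, rose from 53.6 and 61.2 CPM in DMSO tumors to 169.8 and 250.6 CPM at day 5, and had 85.7 and 29.5 CPM at day 10. This was a change of 1.87 at day 5 (SE 0.555, adjusted p = 0.258) and of 0.0055 at day 10 (SE 0.537, adjusted p = 0.997). DESeq2 put Cd163 past the threshold at day 5 (adjusted p = 0.039), where the other alternatives ran from 0.148 to 0.394. C1qa, C1qb and C1qc, which lie side by side on chromosome 4 between 136880129 and 136898803, rose by 1.53, 1.53 and 1.59 at day 5, with adjusted p-values from 0.297 to 0.315. At day 10 the C1q genes stood at 0.0064, 0.07 and 0.13, with adjusted p-values from 0.915 to 0.997. The day 10 changes of Mrc1, Cd163 and the C1q genes turned negative under scaling by library size alone, from −0.15 (C1qa and Cd163) to −0.0159 (C1qc), and for C1qa and Cd163 also without the filter on low counts. Relative to the median of all genes they lay between −0.0462 and 0.11 in either scaling. They also turned without the first day 10 tumor, to between −0.96 and −0.77, and slightly for Cd163 without the first DMSO tumor (−0.0351) and for C1qa without the second (−0.0616). Set against MPS1i tumors of day 5, the same genes were lower at day 10 by log2 fold changes from −1.87 (Cd163) to −1.35 (Mrc1), with adjusted p-values from 0.163 to 0.251. Cd27 (ENSMUSG00000030336, chromosome 6, 125232622 to 125237010) lies wholly within Vamp1, so part of its 16 to 47 counts per tumor can belong to that gene. It changed by 0.42 at day 5 (SE 0.961) and by −0.12 at day 10 (SE 0.95), with adjusted p-values of 0.868 and 0.958. Its direction turned to −0.35 at day 5 without the first MPS1i tumor, and at day 10 to 0.46 without the second DMSO tumor and to 0.51 without the second day 10 tumor.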

At day 5 post-challenge, classical M2 markers *Arg1*, *Marco*, and *Cd274* are downregulated, and although several M2 markers are upregulated (*Mrc1*, *Cd163*, and C1q complement genes), by day 10, these, *Marco*, and *Cd27* are all downregulated. Furthermore, at both days 5 and 10, cytokines *Ccl2*, *Ccl4*, *Ccl7*, *Ccl22*, and *Il21r* associated with an M2 phenotype (Cerezo-Wallis et al., 2020) were found to be consistently downregulated. 

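Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453), which lies wholly within Gm17268, had 46.2 and 81.9 CPM in DMSO tumors, 7.55 and 12.1 CPM in MPS1i tumors of day 5, and 5.15 and 1.54 CPM in those of day 10. It fell by 2.70 on the log2 scale at day 5 (SE 0.664, adjusted p = 0.227 from edgeR's quasi-likelihood test) and by 4.26 at day 10 (SE 0.713, adjusted p = 0.0307). With DMSO and day 10 tumors alone in the model, the adjusted p at day 10 was 0.0548, and over the other alternatives it ran from 1.48e-07 to 0.0467. Ccl4 (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) went from 7.17 and 13.2 CPM to 2.73 and 2.02 CPM at day 5, and to 0.46 and 0.59 CPM at day 10. Its log2 fold change was −2.11 at day 5 (SE 0.637, adjusted p = 0.265) and −4.26 at day 10 (SE 0.701, adjusted p = 0.0294). Over the list alone, the adjusted p at day 5 was 0.0245 for Ccl2 and 0.0406 for Ccl4. Ccl7 (ENSMUSG00000035373, chromosome 11, 82045712 to 82047525) changed by −2.56 at day 5 (SE 0.866, adjusted p = 0.293) and by −3.74 at day 10 (SE 0.912, adjusted p = 0.0753). Ccl22 (ENSMUSG00000031779, chromosome 8, 94745590 to 94751699) changed by −1.85 (SE 1.01, adjusted p = 0.447) and −3.34 (SE 1.08, adjusted p = 0.135), and its day 10 tumors stood apart at 5.23 and 0.557 CPM. Il21r (ENSMUSG00000030745, chromosome 7, 125603429 to 125633570), which encodes a receptor for IL-21, changed by −1.31 (SE 0.792, adjusted p = 0.485) and −3.61 (SE 0.87, adjusted p = 0.0732). In both MPS1i tumors of either day, each of these 5 genes was below both DMSO tumors, which is no test, since the genes were chosen on these tumors. DESeq2's Wald test put Ccl2 and Ccl4 past the threshold at day 5 (adjusted p = 0.00566 and 0.0225), and Ccl7, Ccl22 and Il21r at day 10 (adjusted p = 4.84e-04, 0.0121 and 3.6e-04). Over the other alternatives the adjusted p ran from 0.12 to 0.414 for Ccl2 and Ccl4 at day 5, and from 0.0293 to 0.213 for Ccl7, Ccl22 and Il21r at day 10, where Ccl7 passed without a filter on low counts.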

Gene set enrichment analysis (GSEA) further revealed that pathways related to DNA damage, cell cycle, and growth were also downregulated (Figure 1F), consistent with previous studies (Cohen-Sharir et al., 2021; Wang et al., 2021). These downregulated pathways align with CIN-associated checkpoints on cell growth.

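The hallmark gene sets of Figure 1F were not used here, and the comparison behind that figure is not named in the paper. In their place, 10 Reactome mouse sets that come with fgsea, the S and G2/M phase lists of Seurat and a list of 12 hypoxia genes were tested in each comparison. Genes were ranked by the signed square root of the quasi-likelihood F statistic, and fgsea's adjusted p-values cover the 13 sets. At day 5, 10 sets were lower with an adjusted p under 0.05, and at day 10 and over both days 9 were. The rotation test fry, which takes the correlation between genes from the data, moved this most, leaving 3 sets at day 5 (glycolysis, G2/M phase and hypoxia) and 5 at day 10 (G2/M checkpoints and S phase as well). Among the cell cycle sets, the G2/M phase list (54 genes) had a normalized enrichment score (NES) of −3.30 at day 5 (adjusted p = 6.08e-24) and −3.15 at day 10 (adjusted p = 5.19e-22). Its genes had a median log2 fold change of −2.14 at day 5 and −2.47 at day 10. Cell Cycle, Mitotic (390 genes) had an NES of −2.84 at day 5 (adjusted p = 9.82e-35) and −3.09 at day 10 (adjusted p = 2.35e-48), with median log2 fold changes of −0.37 and −0.61. The S phase list had −2.94 and −2.80 (adjusted p = 5.02e-15 and 1.13e-12), DNA Replication −2.74 and −2.51 (adjusted p = 1.68e-14 and 2.34e-11), and G2/M Checkpoints −2.89 and −2.41 (adjusted p = 1.43e-14 and 8.14e-08). DNA Repair (132 genes), the set closest to DNA damage, had −2.48 at day 5 (adjusted p = 1.97e-12) and −2.16 at day 10 (adjusted p = 1.44e-08). Of the sets tied to growth and metabolism, Glycolysis had −2.53 and −1.88 (adjusted p = 1.18e-08 and 0.00135), and the hypoxia list −2.04 and −1.81 (adjusted p = 3.34e-04 and 0.00885). Respiratory electron transport was lower at day 5 (NES −2.42, adjusted p = 4.38e-09) and higher at day 10 (NES 1.96, adjusted p = 4.06e-05). Cholesterol biosynthesis moved the same way, from −2.20 (adjusted p = 5.66e-05) to 1.73 (adjusted p = 0.00885). Across 8 settings of ranking, test and scaling, each of the last 2 sets was past the threshold in 7 at day 5 and in 6 at day 10. The mTOR signalling set (27 genes) had 1.12 at day 5 (adjusted p = 0.336) and 0.633 at day 10 (adjusted p = 0.948). Interferon alpha/beta signaling, with only 12 genes tested, had −0.843 (adjusted p = 0.681) and −1.75 (adjusted p = 0.0115). Translation had −1.12 at day 5 and 1.11 at day 10, but only 60.5% of its genes were found.

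**Figure D2:**
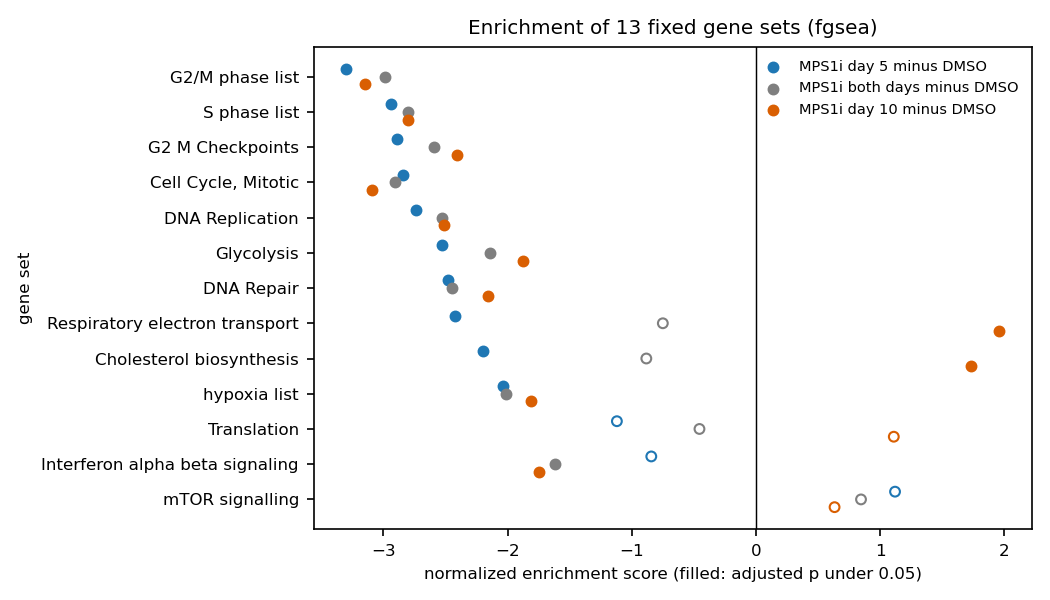
Normalized enrichment score (horizontal axis) of the 13 gene sets in MPS1i tumors of day 5, of day 10 and over both days, each against the DMSO tumors of day 5. Filled points have an fgsea adjusted p under 0.05, which is 10 lower sets at day 5, and 9 lower and 2 higher sets at day 10.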

Downregulation of M2 macrophage markers and cytokines in CIN-afflicted tumors in vivo led us to address whether CIN in cancer cells might influence macrophages via the secretome, as suggested from previous in vitro studies of bone marrow-derived macrophages (BMDMs) (Cerezo-Wallis et al., 2020; Xian et al., 2021). Conditioned media from MPS1i-treated or DMSO-treated B16F10 cells was collected and added for 24 hr to differentiated BMDMs. BMDMs were then processed for single-cell RNA-sequencing (Figure 1G), and dimensionality reduction of gene expression via uniform manifold approximation and projection (UMAP) identified four distinct macrophage population clusters. Two clusters (0 and 2) consisted of ~75% of macrophages treated with MPS1i-treated B16F10 secretome, and two clusters (1 and 3) consisted of ~75% of macrophages treated with DMSO-treated B16F10 secretome (Figure 1H). The latter showed increased expression of M2-like pro-cancer and anti-inflammatory markers (Figure 1I). Consistent with the whole-tumor bulk RNA-sequencing, expression was increased for *Mrc1* in both clusters 1 and 3 and for *Ccl2*, *Ccl4*, and *Ccl7* in cluster 3. More importantly though, these same clusters 1 and 3 tended to downregulate M1-like anti-cancer and pro-inflammatory genes (Figure 1J). Clusters 0 and 2 that consisted mostly of MPS1i-treated B16F10 secretome showed increased expression of pro-inflammatory, M1-like anti-cancer markers and little-to-no expression of most M2-like, pro-cancer markers (Figure 1I and J). These results suggest that early-stage CIN in cancer cells can activate macrophages via secreted factors toward M1-like anti-cancer activity.

### CIN-afflicted, CD47-knockout tumoroids are eliminated by macrophages

To assess functional effects of macrophage polarization, we focused on a three-dimensional (3D) ‘immuno-tumoroid’ model in which macrophage activity can work (or not) over many days against a solid proliferating mass of cancer cells in non-adherent round-bottom wells (Figure 2A; Dooling et al., 2023). We used CD47 knockout (KO) B16F10 cells, which removes the inhibitory effect of CD47 on phagocytosis, noting that KO does not perturb surface levels of Tyrp1, which is targetable for opsonization with anti-Tyrp1 (Figure 2—figure supplement 1A). BMDMs were added to pre-assembled tumoroids at a 3:1 ratio, and we first assessed surface protein expression of macrophage polarization markers. Consistent with our whole-tumor bulk RNA-sequencing and also single-cell RNA-sequencing of BMDM monocultures (Figure 1E, I, and J), BMDMs from immunotumoroids of MPS1i-treated B16F10 showed increased surface expression of M1-like markers MHCII and CD86 while showing decreased expression of M2-like markers CD163 and CD206 (Figure 2B and C). Although these macrophages seemed poised for anticancer activity, the cancer cells showed decreased binding of anti-Tyrp1 (Figure 2—figure supplement 1B) and ~20% larger size in flow cytometry (Figure 2—figure supplement 1C). The latter likely reflects cytokinesis defects and poly-ploidy as acute effects of CIN induction (Chunduri and Storchová, 2019; Mallin et al., 2023). Such cancer cell changes might explain why standard 2D phagocytosis assays show BMDMs attached to rigid plastic engulf relatively few anti-Tyrp1 opsonized cancer cells pre-treated with MPS1i versus DMSO (Figure 2—figure supplement 1D). In such cultures, BMDMs use their cytoskeleton to attach and spread, competing with engulfment of large and poorly opsonized targets. Noting that tumors in vivo are not as rigid as plastic, our 3D immunotumoroids eliminate attachment to plastic, and large numbers of macrophages can cluster and cooperate in engulfing cancer cells in a cohesive mass (Dooling et al., 2023). We indeed find CIN-afflicted tumoroids are eliminated by BMDMs regardless of anti-Tyrp1 opsonization (Figure 2D and E), whereas anti-Tyrp1 is required for clearance of DMSO control tumoroids (Figure 2; Figure 2—figure supplement 2A and B). Imaging also suggests that cancer CIN stimulates macrophages to cluster (compare day 4 in Figure 2D), which favors cooperative phagocytosis of tumoroids (Dooling et al., 2023), and occurs despite the lack of cancer cell opsonization and their larger cell size. The 3D immunotumoroid results with induced CIN are thus consistent with a more pro-phagocytic M1-type polarization (1,2Figures 1J and 2B, C).

**Figure 2.**
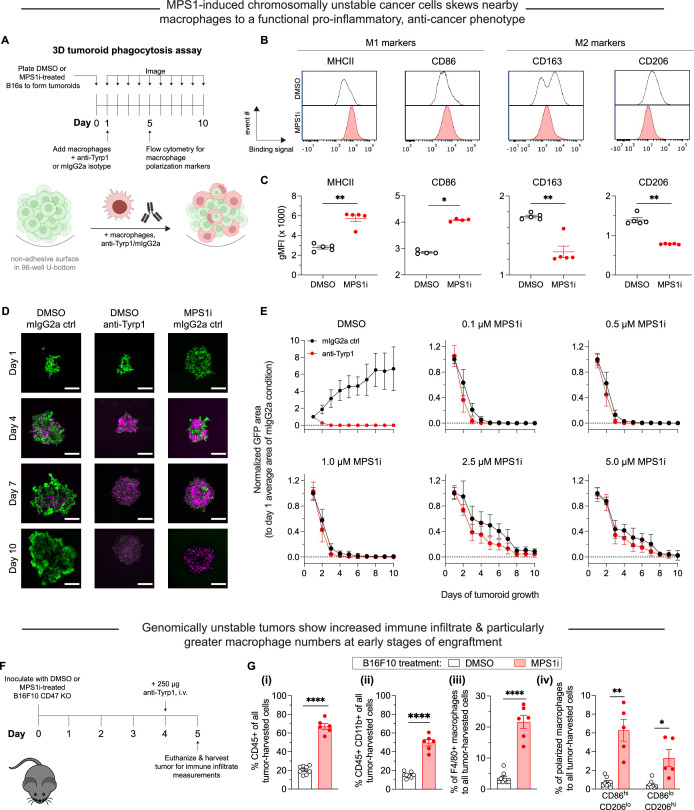
Chromosomally unstable tumoroids and tumors in early stages show increased anti-cancer macrophage polarization and activity. (**A**) Schematic for ‘immuno-tumoroids’. Tumoroids are formed with B16F10 cells on non-adhesive, U-bottom-shaped wells and after pre-treating with either MPS1 kinase inhibition (MPS1i) (reversine) or DMSO. After ~24 hr, bone marrow-derived macrophages (BMDMs) with or without opsonizing anti-Tyrp1 are added to the tumoroids and imaged at the indicated timepoints. At day 5, immuno-tumoroids were collected, dissociated, and stained for macrophage polarization markers. (**B**) Representative flow cytometry measurements of macrophage polarization: MHCII and CD86 for M1-like (anti-tumor) markers, and CD163 and CD206 for M2-like (pro-tumor) markers. (**C**) Geometric mean fluorescence intensity of anti-tumor markers (MHCII and CD86) and pro-tumor markers (CD163 and CD206) on macrophages from immuno-tumoroid cultures of CD47 knockout (KO) B16F10 cells. Immuno-tumoroids of MPS1i-treated B16F10 CD47 KO cells show macrophages with M1-like, anti-tumor markers and reduced expression of M2-like, pro-tumoral markers. This suggests that chromosomal instability induced in cancer cells can in early stages prime a microenvironment conducive to anti-tumor macrophages, although it also reduces cancer cell proliferation. All data were collected from five independent immuno-tumoroid culture experiments (one 96-well per replicate). Statistical significance was calculated by an unpaired two-tailed t-test with Welch’s correction (**p<0.01). (**D**) Representative fluorescence images of growth or repression of B16F10 CD47 KO cells (green) in immuno-tumoroids from days 1 to 10. BMDMs, shown in magenta, were added at a 3:1 ratio to initial B16F10 numbers after the day 1 images were acquired. Scale bar = 0.5 mm. (**E**) Tumoroid growth was measured by calculating the GFP+ area at the indicated timepoints (mean ± SD, n=16 total tumoroids from two independent experiments for each condition). All data were then normalized to average GFP+ area on day 1 of each drug treatment’s respective mouse IgG2a isotype control condition. Overall, macrophages can clear MPS1i-treated B16F10 cells regardless of either MPS1i treatment concentration or IgG opsonization. (**F**) Timeline for immune cell infiltration analyses in tumors comprised of either MPS1i-treated or DMSO control CD47 KO B16F10 cells. Prior to tumor inoculation, cells were treated with 2.5 μM MPS1i (reversine) or the equivalent volume of DMSO vehicle control. After 24 hr, cells were washed twice with phosphate-buffered saline (PBS) and allowed to recover for an additional 48 hr. C57BL/6 mice were then subcutaneously injected with 2×10^5^ cells, and 96 hr later, mice were treated with 250 μg of anti-Tyrp1 or mouse IgG2a isotype. Mice were euthanized 24 hr later, and their tumors were excised and disaggregated for immune infiltrate analysis by flow cytometry. (**G**) Immune cell infiltrate measurements of B16F10 CD47 KO tumors comprised of MPS1i- or DMSO-treated cells. (**i**) Percentage of CD45+ (immune) cells in excised tumors shows tumors of MPS1i pre-treated cells with ~3-fold more immune cell infiltrate compared to DMSO controls. (ii) Percentage of tumor infiltrating myeloid cells in the excised tumors. CD47 KO B16F10 tumors of MPS1i pre-treated cells show ~2.5-fold more myeloid cells compared to DMSO controls. (iii) Tumor infiltrating F4/80+ macrophages (relative to total tumor cells) are ~6-fold higher for MPS1i pre-treated tumors compared to DMSO controls. (iv) M1-like macrophages (CD86^hi^CD206^lo^) and M2-like macrophages (CD86^lo^CD206^hi^) relative to the total number of macrophages, showing that MPS1i pre-treated tumors have ~6-fold more CD86^hi^CD206^lo^ compared to DMSO controls. MPS1i pre-treated tumors also show an increase in CD86^lo^CD206^hi^ macrophages, although CD86^hi^CD206^lo^ macrophages were twice as high. Mean ± SEM shown (n=8 mice challenged with DMSO-treated B16F10 cells, n=5 mice challenged with MPS1i-treated B16F10 cells). Statistical significance was calculated by an unpaired two-tailed t-test with Welch’s correction (ns, not significant; **p<0.01; ****p<0.0001).

**Figure 2—figure supplement 1.**
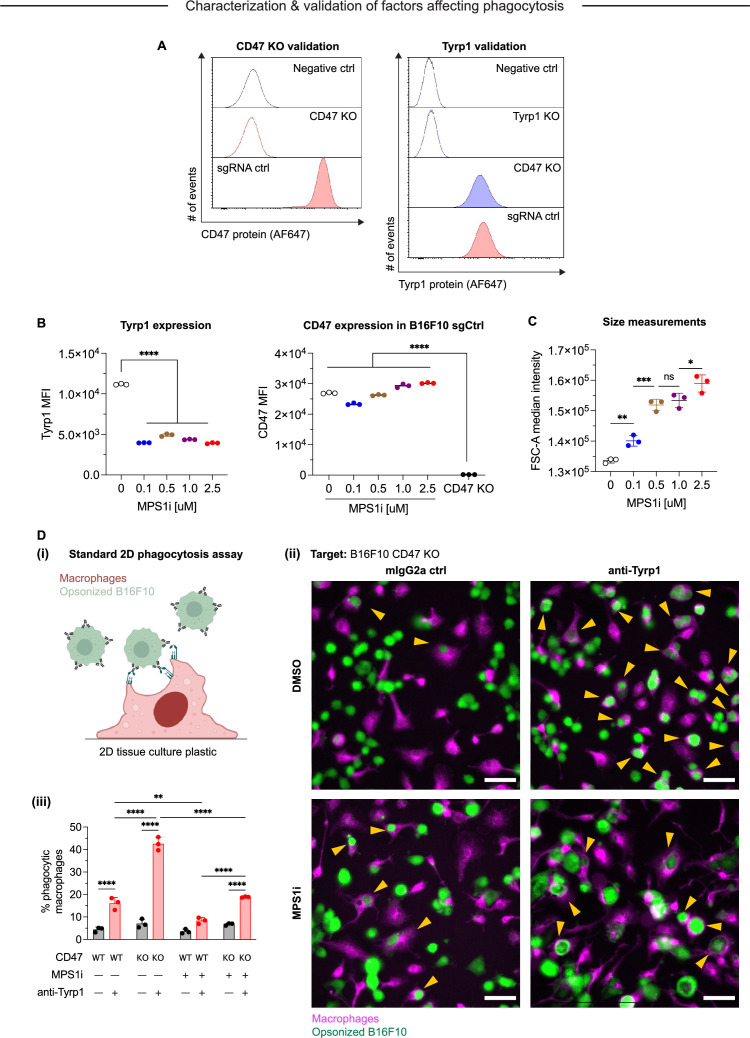
Characterization of MPS1 kinase inhibition (MPS1i)-induced genome and chromosomal instability in B16F10 mouse melanoma. (**A**) Flow cytometry analysis of CD47 and Tyrp1 expression on B16F10 mouse melanoma cells. Representative histograms for anti-CD47 (left) and anti-Tyrp1 (right) binding to B16F10 CD47 knockout (KO) and sgRNA ctrl (wild-type CD47 expression). Binding was detected by using secondary antibodies conjugated with Alexa Fluor 647. (**B**) Quantification of Tyrp1 expression by flow cytometry in both MPS1i- and DMSO-treated cells. Statistical significance was calculated by three-way ANOVA and Tukey’s multiple comparison test. Mean *±* SD shown, n = 3 replicates per condition (****p<0.0001). Quantification of CD47 expression by flow cytometry in both MPS1i- and DMSO-treated B16F10 sgCtrl cells. Statistical significance was calculated by three-way ANOVA and Tukey’s multiple comparison test. Mean *±* SD shown, n = 3 replicates per condition (****p<0.0001). (**C**) Quantification of cell size measurements by flow cytometry in both MPS1i- and DMSO-treated cells. Statistical significance was calculated by three-way ANOVA and Tukey’s multiple comparison test. Mean *±* SD shown, n = 3 replicates per condition (*p<0.05; **p<0.01; ***p<0.001). (**D**) Phagocytosis of B16F10 cells in a standard phagocytosis assay on two-dimensional tissue culture plastic, with or without the following: IgG opsonization by anti-Tyrp1, CD47 KO, and MPS1i-treatment of B16F10. B16F10 cells were treated with MPS1i or DMSO prior to this assay, following the same protocol described in Figure 1A. (**i**) Schematic of the 2D phagocytosis assay. (ii) Representative images of phagocytosis. B16F10 cells (green) were incubated with opsonizing anti-Tyrp1 or mouse IgG2a control and added to adherent bone marrow-derived macrophages (magenta). Random fields were imaged and then quantified to determine the percentage of phagocytic macrophages. Yellow arrowheads denote phagocytic events (complete engulfment of a target B16F10 cells). (iii) Quantification of phagocytic macrophages. Statistical significance was calculated by three-way ANOVA and Tukey’s multiple comparison test. Mean *±* SD shown, n = 3 replicates per condition (**p<0.01; ****p<0.0001).

**Figure 2—figure supplement 2.**
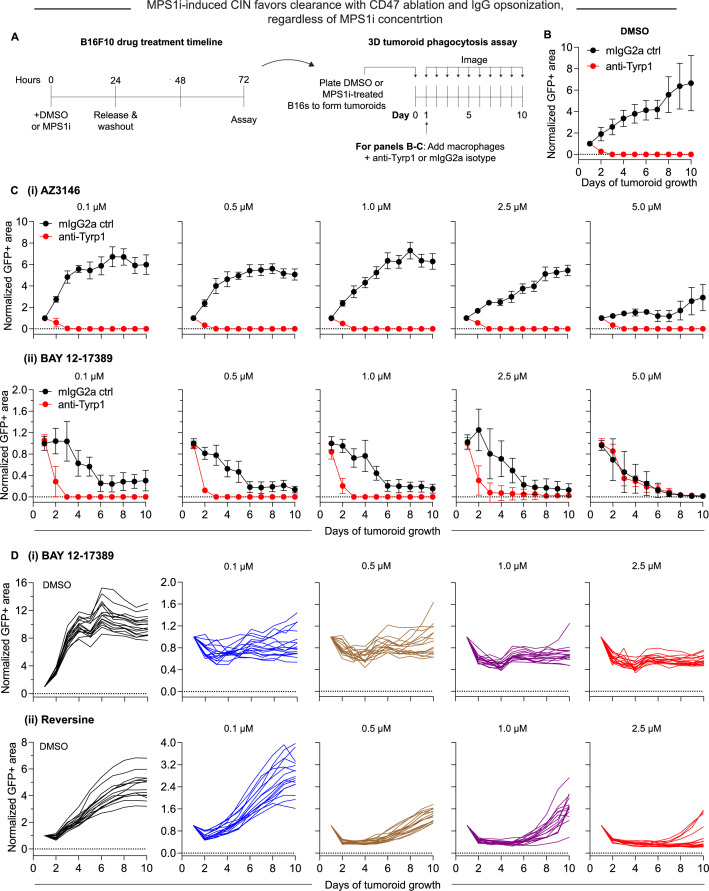
Macrophages readily clear chromosomal instability (CIN)-afflicted tumoroids but only if CIN is accompanied by proliferation deficits. (**A**) Timeline and schematic for generating engineered ‘immuno-tumoroids’ for time-lapsed studies of macrophage-mediated phagocytosis of cancer cells. Tumoroids are formed by plating and culturing B16F10 cells on non-adhesive surfaces in U-bottom-shaped wells. Prior to plating for tumoroid formation, B16F10 were treated with either MPS1i or DMSO (AZ3146, BAY 12-17389, or reversine). Tumoroid growth was measured by calculating the GFP+ area at the indicated timepoints (mean *±* SD, n = 16 total tumoroids from two independent experiments for each condition). All data were then normalized to average GFP+ area on day 1 of each drug treatment’s respective mouse IgG2a isotype control condition. Immuno-tumoroids are imaged at the listed timepoints. (**B**) To assess macrophage-mediated clearance, ~24 hr after plating, bone marrow-derived macrophages (BMDMs) with or without opsonizing anti-Tyrp1 are added to the cohesive B16F10 tumoroids. Tumoroid growth curves for DMSO-treated B16F10 CD47 knockout (KO) cells. (**C**) Tumoroid growth curves (with BMDMs) for MPS1i-treated B16F10 CD47 KO cells (treated with varying concentrations of MPS1i): (**i**) AZ3146, (ii) BAY 12-17389. (**D**) Tumoroid growth curves (without BMDMs) for MPS1i-treated B16F10 CD47 KO cells (treated with varying concentrations of MPS1i): (**i**) BAY 1217389, (**ii**) reversine. Both BAY 12-17389 and reversine induce proliferation deficits, which may play an essential role in mediating clearance by macrophages that could not be observed in AZ3146-treated cells.

**Figure 2—figure supplement 3.**
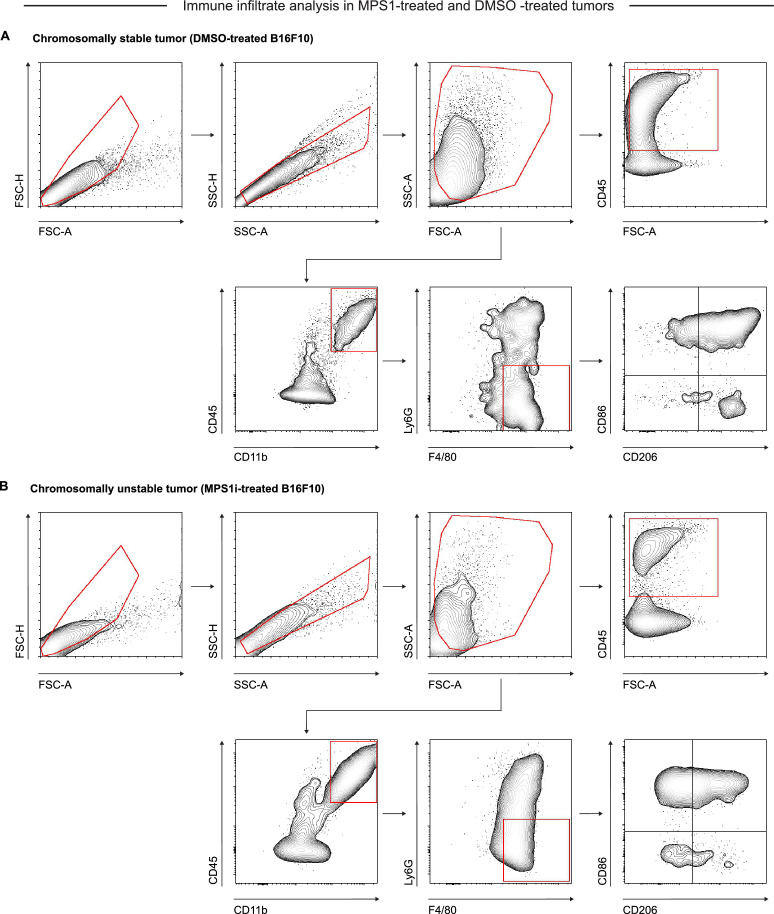
Flow cytometry gating strategy for identification and quantification of macrophage infiltrate and characterization in chromosomal instability (CIN)-afflicted and chromosomally stable B16F10 tumors. Representative flow cytometry gating strategy for in vivo B16F10 CD47 knockout (KO) tumor immune infiltrate five days after initial challenge. Tumors were comprised of cells treated with either (**A**) DMSO or (B) MPS1 kinase inhibition (MPS1i) (2.5 μM), following the timeline schema in Figure 2F. Singlets were separated from debris, doublets, and aggregates by FSC-A vs FSC-H and SSC-A vs SSC-H gates. Debris and dead cells were further removed by FSC-A vs SSC-A gating. Overall immune cell infiltrate was determined by CD45+ expression. Macrophages were then further identified based on Ly6G- and F4/80+ expression. Upon identification of macrophages, cells were further characterized for polarization based on CD86 (M1-like marker) and CD206 (M2-like marker) expression.

**Figure 2—figure supplement 4.**
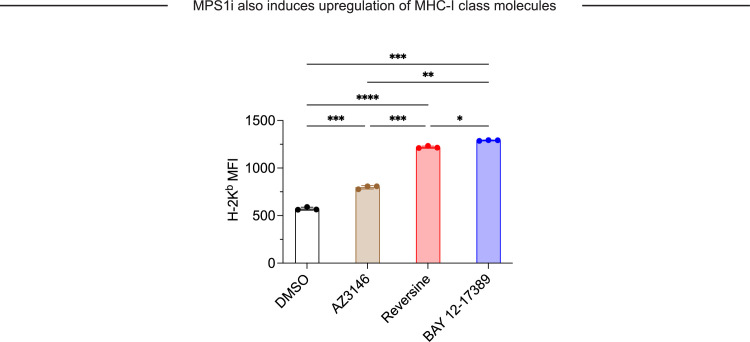
MPS1 kinase inhibition (MPS1i)-induced chromosomal instability upregulates MHC-1 class molecules on B16F10, suggesting increased antigen presentation. Flow cytometry analysis and quantification of H-2K^b^ expression on B16F10 mouse melanoma cells. B16F10 cells were treated with MPS1i or the equivalent volume of DMSO vehicle control. Concentrations used: 2.5 μM AZ3146, 1.0 μM BAY 12-17380, and 2.5 μM reversine. Cells were treated for 24 hr, after which they were washed twice with phosphate-buffered saline (PBS) and allowed to recover for an additional 48 hr. Binding was detected by using primary antibodies conjugated with Alexa Fluor 647. Statistical significance was calculated by Brown-Forsythe and Welch ANOVA and Dunnett’s T3 multiple comparison test. Mean *±* SEM shown, n = 3 independent replicates (*p<0.05; **p<0.01; ***p<0.001; ****p<0.0001).

Given that our 3D immunotumoroids suggest cancer cell CIN can induce anti-cancer macrophage phenotypes to favor macrophage-mediated clearance, two other MPS1i drugs were similarly tested. Tumoroids composed of AZ3146-treated cells show that BMDMs could suppress growth at high drug concentrations (Figure 2—figure supplement 2C – i), whereas tumoroids composed of BAY12-17389-treated cells give results similar to reversine results (Figure 2—figure supplement 2C – ii). AZ3146-treated cells tended to proliferate at most drug doses, and we also verified that at least low doses of BAY 12-17389 and reversine also allowed for tumoroid growth (Figure 2—figure supplement 2D). The results nonetheless suggest that the anti-cancer macrophage activity observed may require CIN to be severe enough to impede proliferation. Otherwise, low-level CIN may be tolerable, eventually favoring evolution (Vasudevan et al., 2020), and allowing cancer cells to proliferate more rapidly than the kinetics of phagocytosis.

Lastly, prior to long-term in vivo studies, we sought to expand on some of our short-term results in our analyses of transcriptomes and tumoroid surface markers. Tumors were established in mice with either MPS1i-treated or DMSO-treated B16F10 cells (per Figure 1D), treated at day 4 with anti-Tyrp1, and isolated at day 5 for immune infiltrate analyses (Figure 2F, Figure 2—figure supplement 3). Flow cytometry showed the CIN-afflicted tumors had 3-fold more CD45+ immune cells (Figure 2G – i), 2.5-fold more CD45+ CD11b+ (myeloid) cells (Figure 2G – ii), and an ~6-fold increase in F4/80-positive macrophages (Figure 2G – iii) relative to DMSO controls. Furthermore, we found that CIN-afflicted tumors showed approximately 6-fold more CD86^hi^ CD206^lo^ (M1-like, anti-cancer) macrophages compared to their DMSO counterparts. We should note that these tumors also saw an increase in CD86^lo^ CD206^hi^ (M2-like, pro-cancer) macrophages compared to DMSO control (Figure 2G – iv), but this increase is expected given that there are generally more macrophages infiltrating these tumors. Despite the increase in M2-like macrophages, these tumors made of MPS1i-treated cells still have ~2-fold more M1-like macrophages (Figure 2G – iv). These results suggest that although other immune cell types infiltrate tumors, which is consistent with upregulated surface expression of H2-K^b^ (Figure 2—figure supplement 4), macrophage functional activity in vivo can again be expected to be positively affected by CIN-afflicted cancer cells.

### MPS1i-induced CIN favors tumor rejection with IgG opsonization and CD47 disruption

While previous studies show that complete CD47 ablation can favor suppression and even complete rejection of IgG-opsonized B16F10 tumors (Andrechak et al., 2022; Dooling et al., 2023; Hayes et al., 2023; Kamber et al., 2021), inter-experimental variation is high, particularly regarding complete tumor rejection and clearance. Furthermore, how CIN could influence these results is unknown. Therefore, we sought to assess if CIN in B16F10, which thus far has shown to skew macrophages toward an anti-cancer phenotype and away from pro-cancer one, can translate to improved efficacy and consistency in macrophage-oriented therapies. For these subsequent in vivo experiments, we first pre-treated B16F10 cells with either MPS1i or DMSO for 24 hr, washed the drug out, and then allowed the cells to recover for an additional 48 hr (Figure 3A). After the recovery period elapsed, we established tumors in mice, with either MPS1i-treated or DMSO-treated B16F10 cells. To further test for CD47-mediated effects, we used either B16F10 CD47 KO or B16F10 sgCtrl, expressing wild-type CD47 (WT) levels. Starting 4 days post-challenge, mice received either anti-Tyrp1 or mIgG2a isotype control for opsonization.

**Figure 3.**
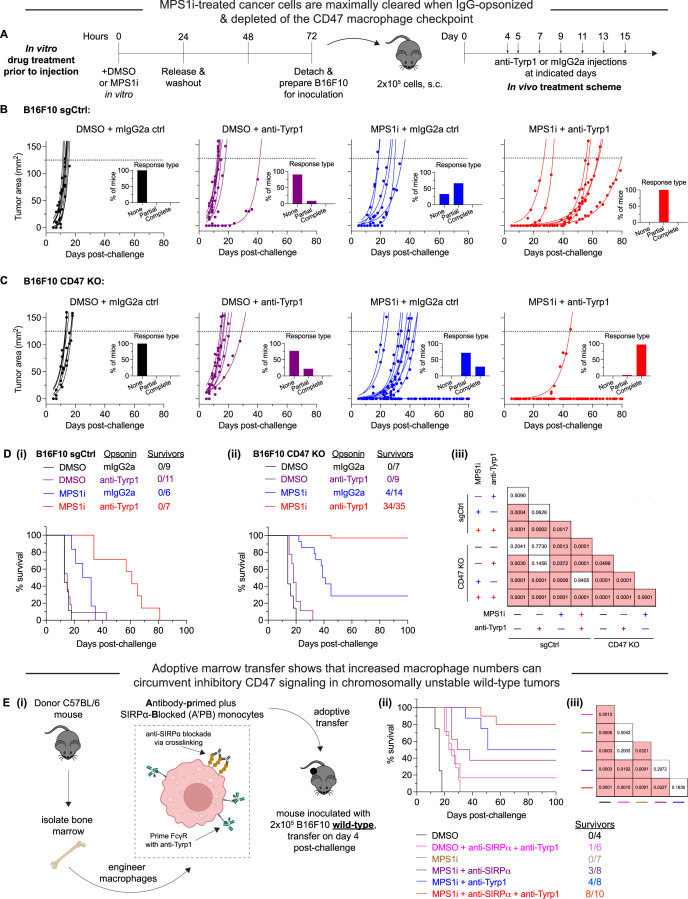
MPS1 kinase inhibition (MPS1i)-induced chromosomally unstable cancer cells are maximally cleared when IgG-opsonized and depleted of the CD47 macrophage checkpoint. (**A**) Timeline for in vitro treatment of B16F10 cells prior to injection in mice and then subsequent therapeutic treatment for tumor-challenged mice. Prior to tumor inoculation, B16F10 CD47 knockout (KO) cells were treated with 2.5 μM MPS1i (reversine) or the equivalent volume of DMSO vehicle control. Cells were treated for 24 hr, after which they were washed twice with phosphate-buffered saline (PBS) and allowed to recover for an additional 48 hr. After the recovery period elapsed, all mice were subcutaneously injected with 2×10^5^ B16F10 cells. For anti-Tyrp1 and mouse IgG2a isotype control treatments, mice were treated intravenously or intraperitoneally with 250 μg with antibody on days 4, 5, 7, 9, 11, 13, and 15 after tumor challenge. (**B**) Tumor growth curve of projected tumor area versus days after tumor challenge, with B16F10 sgCtrl cells (expressing wild-type [WT] levels of CD47). Each line represents a separate tumor and is fit with an exponential growth equation: A = A_0_e^kt^. Experimental conditions are as follows: n = 9 mice that were challenged with DMSO-treated B16F10 sgCtrl and subsequently treated with mouse IgG2a control, n = 11 mice that were challenged with DMSO-treated B16F10 sgCtrl and subsequently treated with anti-Tyrp1, n = 6 mice that were challenged with MPS1i-treated B16F10 sgCtrl and subsequently treated with mouse IgG2a control, and n = 7 mice that were challenged with MPS1i-treated B16F10 sgCtrl and subsequently treated with anti-Tyrp1. All data were collected across three independent experiments. Inset bar graphs depict response type for each indicated tumor challenge. A partial response was defined as a mouse that survived at least 1 week (20+ days) beyond the median survival of the B16F10 sgCtrl cohort treated with mouse IgG2a isotype control (13 days). (**C**) Tumor growth curve of projected tumor area versus days after tumor challenge, with B16F10 CD47 KO cells. Each line represents a separate tumor and is fit with an exponential growth equation: A = A_0_e^kt^. Complete anti-tumor responses in which a tumor never grew are depicted with the same symbol as their growing counterparts and with solid lines at A = 0. Experimental conditions are as follows: n = 7 mice that were challenged with DMSO-treated B16F10 CD47 KO and subsequently treated with mouse IgG2a control, n = 9 mice that were challenged with DMSO-treated B16F10 CD47 KO and subsequently treated with anti-Tyrp1, n = 14 mice that were challenged with MPS1i-treated B16F10 CD47 KO and subsequently treated with mouse IgG2a control, and n = 35 mice that were challenged with MPS1i-treated B16F10 CD47 KO and subsequently treated with anti-Tyrp1. All data in which mice were challenged with DMSO-treated cells were collected from three independent experiments. Data for the condition in which mice were challenged with MPS1i-challenged cells and then given mouse IgG2a control were collected from four independent experiments. Data for the final condition in which mice were injected with MPS1i-treated cells and then treated with anti-Tyrp1 was collected from seven independent experiments. Inset bar graphs depict response type for each indicated tumor challenge. A partial response was defined as a mouse that survived at least 1 week (20+ days) beyond the median survival of the B16F10 sgCtrl cohort treated with mouse IgG2a isotype control (13 days). (**D**) Survival curves of mice up to 100 days after the tumor challenges in (**B**) and (**C**). (**i**) Survival curves for mice challenged with B16F10 sgCtrl. (ii) Survival curves for mice challenged with B16F10 CD47 KO. (iii) Triangular matrix depicting p-values between the different tested in vivo conditions. Statistical significance was determined by the Log-rank (Mantel-Cox) test. (**E**) (**i**) Schematic depicting the different engineering anti-tumor macrophage strategies that can be used for validating macrophages’ role in clearing chromosomal instability (CIN)-afflicted B16F10 cells. Fresh bone marrow was isolated from the tibia of donor C57BL/6 mice and was then incubated with anti-SIRPα clone P84 (18 μg/mL) or anti-Tyrp1 (1 μg/mL) only, both together added subsequently, or neither. Donor marrow (2×10^7^ cells) is then injected intravenously into C57BL/6 harboring B16F10 WT tumors on day 4 post-challenge. Additional anti-Tyrp1 injections, when necessary, are done on days 5, 7, 9, 11, 13, and 15 post-tumor challenge. (ii) Survival curves of mice up to 100 days after the B16F10 WT tumor challenge. All mice were initially challenged with 2×10^5^ B16F10 WT cells. (iii) Triangular matrix depicting p-values between the different tested in vivo conditions. Statistical significance was determined by the Log-rank (Mantel-Cox) test.

**Figure 3—figure supplement 1.**
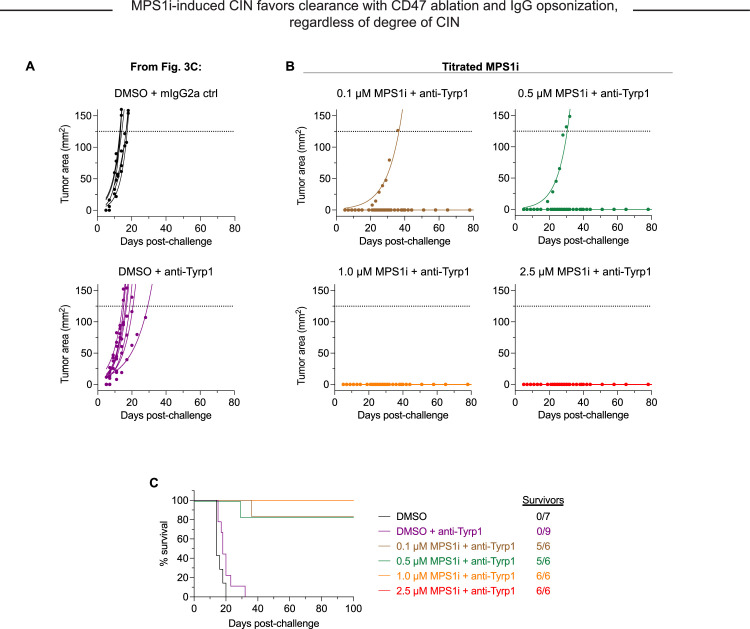
MPS1 kinase inhibition (MPS1i)-induced chromosomal instability (CIN) favors clearance when paired with CD47 knockout (KO) and IgG opsonization, regardless of the degree of CIN. Tumor growth curve of projected tumor area versus days after tumor challenge, with B16F10 CD47 KO cells. Each line represents a separate tumor and is fit with an exponential growth equation: A = A_0_e^kt^. Complete anti-tumor responses in which a tumor never grew are depicted with the same symbol as their growing counterparts and with solid lines at A = 0. (**A**) Tumor growth curve data in which there was no complete response, from Figure 3C. n = 7 mice that were challenged with DMSO-treated B16F10 CD47 KO and subsequently treated with mouse IgG2a control, n = 9 mice that were challenged with DMSO-treated B16F10 CD47 KO and subsequently treated with anti-Tyrp1. (**B**) Tumor growth curve data from mice challenged with CIN-afflicted B16F10, but with varying concentration of MPS1i used to cause different degrees of instability. All mice here were challenged with B16F10 CD47 KO and treated with anti-Tyrp1 for conditions of maximal phagocytosis and to better compare to the ~97% cure rate in Figures 3C and 4D – ii. n = 6 mice challenged with cells with each tested MPS1i concentration: 0.1, 0.5, 1.0, or 2.5 μM. (**C**) Survival curves of mice up to 100 days after the tumor challenges in (**A**) and (**B**).

As expected, all tumors comprised of DMSO-treated B16F10 sgCtrl showed exponential growth and no survivors (Figure 3B), consistent with previous studies (Dooling et al., 2023; Hayes et al., 2023). These results re-confirm the inhibitory effect that CD47 has on macrophage-mediated immunity (Ingram et al., 2017; Sockolosky et al., 2016; Willingham et al., 2012), suppressing macrophage immune response even with anti-Tyrp1 IgG opsonization. Mice with CIN-afflicted B16F10 sgCtrl tumors ultimately showed exponential growth and no survivors as well, but they did show increased median survival. Furthermore, median survival increased even further when mice were treated with anti-Tyrp1, such that all mice were considered partial responders (survival of 20+ days, 1 week longer than median survival of tumors comprised of DMSO-treated B16F10 sgCtrl without anti-Tyrp1 treatment). All tumors comprised of DMSO-treated B16F10 CD47 KO showed exponential growth and no survivors (Figure 3C), regardless of anti-Tyrp1 treatment or not. However, CIN-afflicted B16F10 CD47 KO tumors showed more positive outcomes. Even without anti-Tyrp1, all challenged mice with CIN-afflicted CD47 KO tumors were either cured completely (28%) or considered partial responders. When paired with anti-Tyrp1 treatment, 97% of mice challenged with CIN-afflicted CD47 KO tumors survive.

Long-term survival results show that challenging mice with both MPS1i-treated and DMSO-treated B16F10 sgCtrl failed to yield any survivors, regardless of anti-Tyrp1 opsonization or not (Figure 3D – i). Similarly, we also failed to generate any survivors among mice challenged with DMSO-treated B16F10 CD47 KO cells, regardless of anti-Tyrp1 opsonization or not (Figure 3D – ii and iii). This again highlights a challenge in optimizing macrophage-mediated therapies: achieving consistency in long-term therapeutic outcomes. Mice challenged with MPS1i-treated B16F10 CD47 KO cells, however, were able to survive, both without anti-Tyrp1 (28% survival) and with anti-Tyrp1 (97% survival) (Figure 3D – ii). To determine if the degree of CIN affected survival, we also challenged mice with B16F10 CD47 KO cells treated with varying concentrations of reversine. Even at the lowest concentration that causes just 10% of cells to have micronuclei for days or less, >80% of mice survive when also treated with anti-Tyrp1 (Figure 3—figure supplement 1). These results show that, in physiologically relevant microenvironments, early-stage CIN can favor survival when paired with IgG opsonization and CD47 disruption. This further suggests that macrophages are key effector cells in achieving survival against CIN-afflicted tumors, since 97% survival was achieved under conditions of maximal phagocytosis.

Although no mice challenged with CIN-afflicted B16F10 sgCtrl survived, MPS1i increase median survival significantly when paired with anti-Tyrp1 opsonization (Figure 3D – i). This suggests that macrophages still display some anti-cancer activity, despite the inhibitory effects of CD47, and are important effector cells in final therapeutic outcome. To better support the hypothesis that macrophages are indeed key effector cells in rejecting CIN-afflicted tumors, we established tumors comprised of WT B16F10 in mice. Although WT tumors are generally unaffected by anti-CD47 and anti-Tyrp1 (Dooling et al., 2023; Hayes et al., 2023), we hypothesized that we could eliminate CIN-afflicted WT B16F10 tumors by providing adoptive transfer of marrow to increase macrophage numbers to compensate for the CD47-mediated inhibition of endogenous macrophages. Furthermore, we engineered marrow by priming Fcγ receptors with anti-Tyrp1, initially inhibiting CD47-SIRPα interaction via anti-SIRPα antibody blockade or combining both (Figure 3E – i). Mice challenged with CIN-afflicted WT tumors and treated with unprimed marrow all succumbed, surviving longer than controls (Figure 3E – ii and iii) and similar to mice that did not receive marrow (blue curve in Figure 3D – i). Chromosomally stable (DMSO) WT tumors treated with marrow primed with both anti-SIRPα and anti-Tyrp1 were statistically the same, despite one survivor (17%). Increased macrophage numbers thus provide little to no benefit on their own. However, 37% of mice challenged with CIN-afflicted WT tumors survived when treated with marrow that was initially engineered with anti-SIRPα, and 50% survived with marrow primed with anti-Tyrp1. Anti-Tyrp1 without adoptive transfer of marrow gave no long-term survivors (red curve in Figure 3D – i), which highlights a key role for infusions of marrow myeloid cells. Intriguingly, 80% of mice survived with anti-SIRPα-blocked marrow myeloid cells primed with anti-Tyrp1 (Figure 3E – ii and iii). These results together support three conclusions for CIN-driven tumors: (1) increased survival attributed to anti-SIRPα supports the idea that CD47 modulates therapeutic outcome even during CIN; (2) increased survival attributed to anti-Tyrp1 highlights the importance of IgG opsonization; (3) maximal survival with the combination emphasizes that macrophages – which are skewed by CIN – play a key role in achieving near-complete rejection of tumor.

### Clearance of CIN-afflicted tumors promotes de novo pro-phagocytic and anti-cancer IgG

Macrophages and related phagocytic myeloid cells constitute a first line of innate immune defense against pathogens and disease, but some can also initiate acquired immunity. Two key branches of such immunity are humoral immunity mediated by macromolecules such as antibodies and cell-mediated immunity involving T cells, for example. We hypothesized that mice that survived challenges with CIN-afflicted tumors would show signs of acquired immunity due to their high survival rate, and we focused on IgG because of our many functional assays.

We collected convalescent serum from survivors to quantify de novo anti-cancer IgG antibodies that possibly resulted from successful rejection and clearance of CIN-afflicted tumors (Figure 4A). Sera were collected and then subsequently used in antibody binding testing and western blotting to assess emergence of anti-B16F10 antibodies. We first quantified IgG2a and IgG2b titers in convalescent sera, both of which have been previously found to engage mouse macrophage Fcγ receptors (Bruhns, 2012; Nimmerjahn et al., 2010) that are typically required for macrophage-mediated phagocytosis. B16F10 cells, either Tyrp1-expresing or Tyrp1 KO, were incubated with sera (convalescent from survivors or naïve from unchallenged mice) and then counterstained with conjugated antibodies against IgG2a/c and IgG2b (Figure 4B – i and ii). All mice that survived challenges from CIN-afflicted tumors yielded sera that showed significantly large increases in IgG2a/c binding against both Tyrp1-positive and Tyrp1 KO B16F10 cells. We similarly saw a statistically significant increases in IgG2b binding against both Tyrp1-positive and Tyrp1 KO B16F10 cells using the same sera, although the increases in binding were more variable. The increases in binding observed against Tyrp1 KO cells also suggest that IgG antibodies target a repertoire of antigens beyond Tyrp1, which we further qualitatively confirmed via western blotting (Figure 4B – iii). Convalescent sera were used to immunoblot against B16F10 lysates, revealing many bands at multiple molecular weights and more bands than when immunoblotting with naïve sera, supporting our hypothesis of antigen broadening beyond Tyrp1. Lastly, we also tested IgG2a/c and IgG2b titers from additional in vivo experiments: survivors from both titrated CIN-afflicted tumors from Figure 3—figure supplement 1 and adoptive marrow transfers in Figure 3E. Similarly, convalescent sera from all these mice show increases in IgG2a/c and IgG2b in both Tyrp1-expressing and Tyrp1 KO B16F10 cells (Figure 4—figure supplement 1). These results confirm that regardless of the method used to exploit CIN, induction of anti-cancer IgG can be expected.

**Figure 4.**
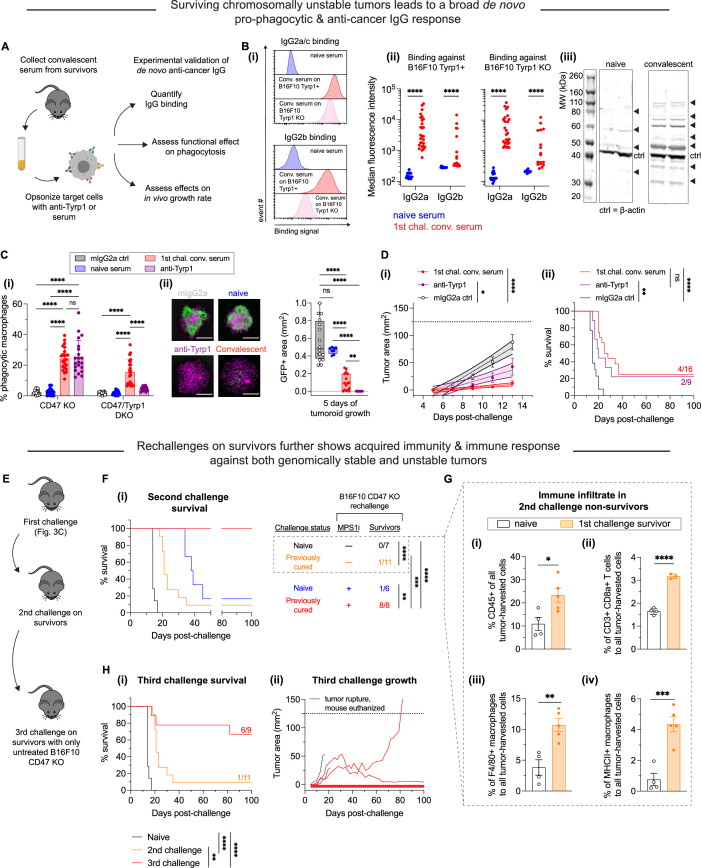
MPS1 kinase inhibition (MPS1i)-induced chromosomal instability favors induction of pro-phagocytic de novo IgG and can lead to durable acquired immunity. (**A**) Schematic for sera collection from surviving mice from Figure 3C and D and follow-up experiments to characterize any de novo anti-cancer IgG antibodies and their functionality in vitro and in vivo. Serum from all mice was collected at least 100 days after initial tumor challenge. (**B**) (**i**) Representative flow cytometry histograms showing convalescent sera from survivors in Figure 3C and D contain IgG2a/c (top) and IgG2b (bottom) that bind both wild-type (WT) and Tyrp1 knockout (KO) B16F10 cells. (ii) Median fluorescence intensity quantification of IgG2a/c and IgG2b binding from sera of surviving mice, showing a significant increase in both. Binding to Tyrp1 KO cells indicates recognition of other antigens. Statistical significance was calculated by an unpaired two-sample Kolmogorov-Smirnov test (****p<0.0001). For IgG2a/c quantification: for binding against Tyrp1+ cells, n = 23 distinct naïve serum samples and n = 28 distinct convalescent serum samples from surviving mice; for binding against Tyrp1 KO cells, n = 23 distinct naïve serum samples and n = 27 distinct convalescent serum samples. For IgG2b quantification: for binding against Tyrp1+ cells, n = 14 distinct naïve serum samples and n = 16 distinct convalescent serum samples from surviving mice; for binding against Tyrp1 KO cells, n = 13 distinct naïve serum samples and n = 17 distinct convalescent serum samples. (iii) Western blot of B16F10 lysate with either naïve sera or first challenge survivor sera as primary probe followed by anti-mouse IgG [H+L] secondary staining. Numerous bands appear when immunoblotting with convalescent survivor sera compared to naïve sera, confirming multiple neo-antigens and suggesting acquired immunity beyond Tyrp1. (**C**) (**i**) Phagocytosis of serum-opsonized CD47 KO or CD47/Tyrp1 double KO B16F10 cells by bone marrow-derived macrophages (BMDMs) on 2D tissue culture plastic. Additionally, B16F10 cells opsonized with either anti-Tyrp1 or mouse IgG2a were included as controls for comparisons. Serum IgG derived from survivors has both opsonization and pro-phagocytic functional ability against B16F10. Furthermore, convalescent sera IgG from survivors is still able to drive engulfment of Tyrp1 KO cells, further suggesting targeting of antigens beyond Tyrp1. Statistical significance was calculated by two-way ANOVA and Tukey’s multiple comparison test (mean *±* SD, n = 21–23 distinct sera samples collected from survivors for B16F10 CD47 KO phagocytosis per condition and n = 14–23 for B16F10 CD47/Tyrp1 double KO phagocytosis per condition). (ii) Convalescent sera from first challenge survivors can repress growth of B16F10 CD47 KO immuno-tumoroids (with macrophages). Tumoroid growth was measured by calculating the GFP+ area at the indicated timepoints (mean *±* SD, n=16 total tumoroids from two independent experiments for each condition, except n=8 for opsonization with sera from naïve mice). Statistical significance was calculated by Brown-Forsythe and Welch ANOVA tests with Dunnett’s T3 corrections for multiple comparisons (ns, not significant; **p<0.01; ****p<0.0001). Scale bars = 0.5 mm. (**D**) B16F10 CD47 KO cells were pre-opsonized with either convalescent sera from first challenge survivors, anti-Tyrp1 or mouse IgG2a isotype control. All mice were subcutaneously injected with 2×10^5^ pre-opsonized B16F10 CD47 KO cells. (**i**) Tumor growth at early timepoints where growth is still linear shows suppression of tumors comprised of B16F10 CD47 KO cells pre-opsonized with convalescent sera and anti-Tyrp1, compared to mouse IgG2a isotype controls. Mean ± SEM for all timepoints, with n=16 mice with tumors pre-opsonized with convalescent sera (each from a distinct survivor), n=9 mice with tumors pre-opsonized with anti-Tyrp1, and n=14 mice with tumors pre-opsonized with mouse IgG2a isotype control. Statistical significance was calculated by ordinary one-way ANOVA and Tukey’s multiple comparison test at days 9, 11, and 13 (*p<0.05; ****p<0.0001). Significance represented in plot legend is representative of all three timepoints. (ii) Survival curves up to 100 days of mice from (**D – i**) with pre-opsonized tumors. Both convalescent sera and anti-Tyrp1 provide similar survival benefits, suggesting potent de novo IgG opsonization and anti-cancer function. Statistical significance was determined by the Log-rank (Mantel-Cox) test (ns, not significant; **p<0.01; ****p<0.0001). (**E**) Schematic of tumor challenges to assess acquired immunity. Survivors from the first challenge (Figure 3C and D) were again challenged with either MPS1i-treated or DMSO B16F10 CD47 KO cells. Survivors from this second tumor challenge were once again challenged, this time with untreated B16F10 CD47 KO. (**F**) Survival curves of survivors from Figure 3C and D for a second tumor challenge experiment. B16F10 CD47 KO cells were pre-treated for 24 hr with 2.5 μM MPS1i (reversine) or the equivalent volume of DMSO vehicle control. Cells were then washed twice with phosphate-buffered saline (PBS) and allowed to recover for 48 hr. Mice were then subcutaneously injected with 2×10^5^ B16F10 CD47 KO cells. n=7 age-matched naïve mice (never tumor-challenged) injected with DMSO-treated B16F10 CD47 KO cells, n=11 surviving mice (from Figure 3C and D) injected DMSO-treated B16F10 CD47 KO cells, n=6 age-matched naïve mice injected with MPS1i-treated B16F10 CD47 KO cells, and n=8 surviving mice (from Figure 3C and D) injected with MPS1i-treated B16F10 CD47 KO cells. Previous survivors challenged with DMSO-treated B16F10 CD47 KO cells show increased median survival (21 days) compared to their naïve counterpart (14 days). All previous survivors that were again challenged with MPS1i-treated B16F10 CD47 KO cells survive. All mice challenged were from three independent experiments. Statistical significance was determined by the Log-rank (Mantel-Cox) test (**p<0.01; ***p<0.001; ****p<0.0001). (**G**) Non-survivors from the second tumor challenge in (**F**) were euthanized after tumor size was >150 mm^2^, and their tumors were excised and disaggregated for immune infiltrate analysis by flow cytometry. (**i**) Quantification of CD45+ (immune) cells in the excised tumors shows first challenge survivors with ~2.5-fold increased tumor immune cell infiltrate despite terminal burden. n = 4 mice for age-matched naïve control, n = 5 mice that survived the first tumor challenge. (ii) Quantification of tumor infiltrating CD8a+ cytotoxic T cell relative to the total number of tumor cells. First challenge survivors show ~2-fold increase in CD8a+ T cells. n = 4 mice for age-matched naïve control, n = 3 mice that survived the first tumor challenge. (iii) Quantification of tumor infiltrating F4/80+ macrophages relative to the total number of tumor cells. First challenge survivors show ~3-fold increase in macrophages. n = 4 mice for age-matched naïve control, n = 5 mice that survived the first tumor challenge. (iv) Quantification of MHCII+ tumor infiltrating F4/80+ macrophages relative to the total number of F4/80 macrophages. First challenge survivors show ~3-fold increase in MHCII+ macrophages. n = 4 mice for age-matched naïve control, n = 5 mice that survived the first tumor challenge. For all experiments, mean *±* SEM shown, and statistical significance was calculated by an unpaired two-tailed t-test with Welch’s correction (*p<0.05; **p<0.01; ***p<0.001; ****p<0.0001). (**H**) (**i**) Third tumor challenge survival curves of long-term survivors from (**G**). All mice were challenged with 2×10^5^ B16F10 CD47 KO cells (n = 9 mice from three independent experiments), delivered subcutaneously. For benchmarking and statistical comparison, survival curves from Figure 3F for naïve mice (n = 7 mice from three independent experiments) and second challenge (n = 11 mice from three independent experiments) are included. Long-term survivors challenged a third time show ~70% survival without any additional therapeutic modality, suggesting significantly improved acquired immune response. Statistical significance was determined by the Log-rank (Mantel-Cox) test (**p<0.01; ***p<0.001; ****p<0.0001). (ii) Individual tumor growth curves for third challenge in long-term survivors (n = 9 mice from three independent experiments) shown in (**H – i**). In total, four mice developed tumors, two of which had to be euthanized prematurely due to tumor rupture despite not reaching a terminal burden of 125 mm^2^. These mice are included in the survival analysis. The two remaining mice show significantly slower tumor growth than naïve mice challenged with regular B16F10 CD47 KO (median survival of 14 days) and can be considered partial responders.

**Figure 4—figure supplement 1.**
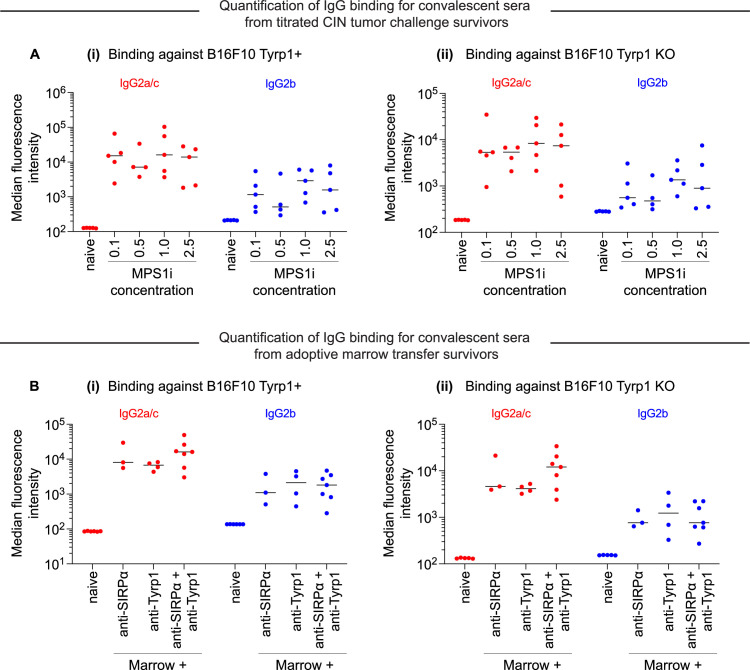
Survivors challenged with chromosomal instability (CIN)-afflicted tumors generate anti-cancer IgG, regardless of the degree of CIN. (A) Median fluorescence intensity quantification of IgG2a/c and IgG2b binding from sera from surviving mice with different degrees of CIN by titrating reversine concentration used to treat B16F10 CD47 knockout (KO) cells before injection. Convalescent sera are collected from survivors from Figure 3—figure supplement 1. Binding of IgG2a/c and IgG2b against (i) B16F10 cells expressing Tyrp1 and (ii) B16F10 Tyrp1 KO. n = 4–5 distinct sera samples collected from survivors. (B) Median fluorescence intensity quantification of IgG2a/c and IgG2b binding from sera from surviving mice treated with adoptive marrow transfer. Convalescent sera are collected from survivors from Figure 3E. Binding of IgG2a/c and IgG2b against (**i**) B16F10 cells expressing Tyrp1 and (**ii**) B16F10 Tyrp1 knockout (KO). n = 3-7 distinct sera samples collected from survivors.

**Figure 4—figure supplement 2.**
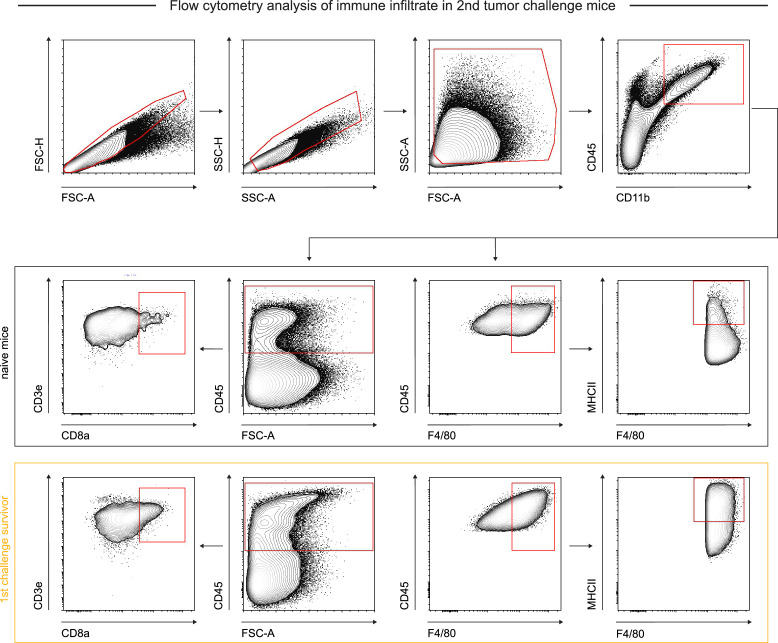
Flow cytometry gating strategy for identification and quantification of immune infiltrate and characterization in re-challenge experiments. Representative flow cytometry gating strategy for in vivo B16F10 CD47 knockout (KO) tumor immune infiltrate from second challenge non-survivors and age-matched naïve controls. Singlets were separated from debris, doublets, and aggregates by FSC-A vs FSC-H and SSC-A vs SSC-H gates. Debris and dead cells were further removed by FSC-A vs SSC-A gating. For T cell quantification: CD45+ cells were gated on and then analyzed for CD3e and CD8a surface protein expression. For macrophage quantification: myeloid cells were isolated by CD45+ and CD11b+ expression, after which macrophages were isolated based on F4/80 expression.

**Figure 4—figure supplement 3.**
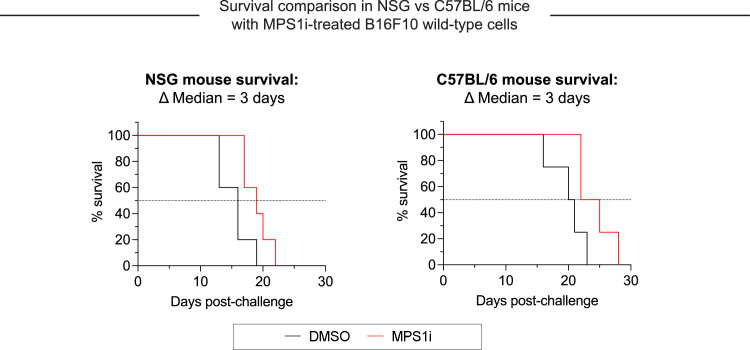
Growth of chromosomal instability (CIN)-afflicted wild-type (WT) tumors in T- and B-cell deficient mice and T- and B-cell replete mice. Similar growth delays are found for MPS1 kinase inhibition (MPS1i)-pre-treated B16F10 cells in T- and B-cell deficient NSG mice and immunocompetent C57BL/6 mice. Both types of mice have functional macrophages. Parallel studies in vivo were done with WT B16F10 ctrl cells cultured 24 hr in 2.5 μM MPS1i (reversine or DMSO), then washed 3× in growth media for 5 min each and allowed to recover in growth media for 48 hr. 200,000 cells in 100 µL PBS were injected subcutaneously into right flanks, and the standard size limit was used to determine survival curves. The C57BL/6 experiments were done independently here (by co-author LJD) from the similar results (by BHH) shown in Figure 3D – i, which provides evidence of reproducibility.

To test whether these de novo serum antibodies functionally promote macrophage-mediated phagocytosis, we performed conventional 2D phagocytosis assays in which cancer cell suspensions were opsonized with sera (or anti-Tyrp1 or mouse IgG2a isotype as controls) (Figure 4C – i). Under conditions of CD47 KO, we see that nearly all unpurified convalescent sera increased phagocytosis relative to naïve serum and mIgG2a isotype control. Furthermore, this increase in phagocytosis is identical to that provided by anti-Tyrp1 (both ~5-fold higher than baseline). We also find that sera continue to promote phagocytosis even in B16F10 CD47/Tyrp1 double KO cells (~3-fold higher than baseline). Convalescent sera are still able to increase phagocytosis against double KO cells, whereas anti-Tyrp1 expectedly does not drive phagocytosis due to lack of antigen. This again supports the hypothesis of acquired immunity with de novo IgG antibodies that target B16F10 antigens beyond Tyrp1.

Upon confirming the functional effect of de novo IgG in the convalescent sera, we then wondered if convalescent serum IgG would be able to suppress tumoroid growth, given that this model better captures both the biophysical microenvironment and proliferative capacity of tumors (Dooling et al., 2023). Indeed, we found that convalescent serum IgG added simultaneously with macrophages to B16F10 CD47 KO tumoroids led to either tumoroid elimination or significantly suppressed growth (Figure 4C – ii), although the efficacy was less potent than anti-Tyrp1. This suggests that perhaps the polyclonal de novo IgGs here still lack the specificity benefits that accompany a monoclonal antibody such as anti-Tyrp1. Nonetheless, these results demonstrate induction of a generally potent anti-cancer antibody response to CIN-afflicted B16F10 in a CD47 KO context. Importantly, comparing these sera results for CIN-afflicted tumors to our recent studies of the same tumor model without CIN (Dooling et al., 2023; Hayes et al., 2023), we find similar levels of IgG induction (e.g. ~100-fold above naive on average for IgG2a/c), similar increases in phagocytosis by sera opsonization (e.g. equivalent to anti-Tyrp1), and similar levels of suppressed tumoroid growth – including the variability.

We then proceeded to test the function of convalescent serum in vivo by opsonizing B16F10 CD47 KO cells just prior to subcutaneous implantation in naïve mice. For comparison, we also opsonized B16F10 CD47 KO cells with either anti-Tyrp1 (positive control) or mIgG2a control (negative control). We found that both convalescent sera and anti-Tyrp1 suppressed tumor growth by days 11 and 13 relative to mIgG2a control (Figure 4D – i). Interestingly, we found that convalescent sera showed a trend of suppressing growth more than anti-Tyrp1, although this was not statistically significant. We continued to monitor all mice for long-term survival, and we found that this pre-opsonization with both convalescent sera and anti-Tyrp1 eliminated tumors in challenged mice with near identical cure rates (25% and 22%, respectively) (Figure 4D – ii). Altogether, we found that the convalescent sera from mice originally challenged with chromosomally unstable tumors has potent anti-cancer effects in vitro and in vivo.

### Acquired immunity suppresses growth of chromosomally stable tumors and becomes more effective with ongoing challenges of CIN-afflicted tumors

The anti-cancer IgG antibody development in survivors led us to further hypothesize that we should see improved median survival and/or survival rate if surviving mice were re-challenged. We therefore challenged surviving mice with a second injection of either DMSO-treated or MPSi-treated B16F10 CD47 KO cells (Figure 4E). If additional survivors resulted from this experiment, we also intended to undertake a third challenge, akin to a prime-and-boost strategy for anti-cancer vaccination. It should be highlighted that starting from this second challenge, no mice received anti-Tyrp1. This was done to maximally challenge acquired immunity and to better simulate the possibility of recurrence post-therapy. Age-matched naïve mice receiving their first challenge responded similarly to the younger cohorts (Figure 3B). Of the previously cured mice, only a single mouse (of 11 total) survived a challenge with DMSO-treated B16F10 CD47 KO cells (Figure 4F). However, median survival increased (21 days) compared to their naïve counterparts (14 days), supporting the initial hypothesis of prolonged survival and consistent not only with past results indicating major benefits of a prime-and-boost approach with anti-Tyrp1 (Dooling et al., 2023) but also with the noted similarities in induced IgG levels. Survivors that were re-challenged again with MPS1i-treated cells, however, showed 100% survival, even in the absence of anti-Tyrp1 (Figure 4F). Age-matched naïve mice receiving their first challenge of MPS1i-treated cells responded relatively similarly (a single survivor out of 6 total, 17% survival) to the younger cohort (28% survival). This complete success rate against a second challenge of CIN-afflicted B16F10 CD47 KO further supports an acquired immune response, at least against ongoing chromosomally unstable cells.

Mice that failed to reject re-challenge tumors comprised of DMSO-treated B16F10 CD47 KO in Figure 4F were euthanized and had their tumors harvested to measure their immune cell infiltrate by flow cytometry (Figure 4—figure supplement 2). Although these mice did not survive, we found that these previous survivors showed roughly a 2-fold increase in the number of immune cells in their tumors (Figure 4G – i), a 2-fold increase in the number of CD3+ CD8+ T cells (Figure 4G – ii), and a near 3-fold increase in the number of F4/80+ macrophages (Figure 4G – iii) compared to their naïve counterparts. We further found that of the F4/80+ macrophage infiltrate, previous survivors had roughly four times as many MHCII-high macrophages (M1-like, anti-cancer). These immune infiltrate analyses suggest that although the acquired immune response in these previous survivors was still not potent enough to clear chromosomally stable and normally proliferating B16F10 CD47 KO tumors, it did enhance cell-mediated immunity.

Lastly, we performed a third tumor challenge on second challenge survivors with untreated B16F10 CD47 KO cells (chromosomally stable and regular proliferating). Mice were left untreated post-challenge (no anti-Tyrp1). ~56% of these mice completely resisted tumor growth (Figure 4H – i). Of the four mice that developed tumors, two had to be euthanized prematurely due to tumor rupture but were indeed showing signs of growth suppression (Figure 4H – ii). The last two mice consisted of two long-term partial responders: one whose tumor did not reach terminal burden until 82 days post-challenge and another who experienced stable tumor regression with almost no regrowth. Overall, the 56% survival rate in the third challenge, in the absence of anti-Tyrp1, and the partial responses observed in mice that grew tumors suggest a durable immunological response that results from encountering and clearing CIN tumors, at least in the context of CD47 disruption.

Macrophages seem to be the key *initiating-*effector cells, based in part on the following findings. First, macrophages and related myeloid cells with both SIRPα blockade and FcR-engaging, tumor-targeting IgG maximize survival of mice with WT B16+Rev tumors (Figure 3E) – noting that macrophages express SIRPα and FcRs, but most or all T cells do not. Despite the clear benefits of adding macrophages, to further assess whether T and B cells are key initiating-effector cells, new experiments were done with mice lacking T and B cells. We compared the growth delay of MPS1i versus DMSO treatments in these mice to the delay in fully immunocompetent mice with T and B cells – with all studies done at the same time. We found that slower growth with Rev relative to DMSO was similar in mice without T and B cells when compared to immunocompetent C57 mice (Figure 4—figure supplement 3). We conclude therefore that T and B cells are not key initiating-effector cells. At later times, B cells are likely effector cells at least in terms of making anti-tumor IgG, and T cells in tumor re-challenges are also increased in number (Figure 4G – ii). We further note that in our earlier collaborative study (Harding et al., 2017) WT B16 cells were pre-treated by genome-damaging irradiation before engraftment in C57 mice, and these cells grew minimally – similar to MPS1i treatment – while untreated WT B16 cells grew normally at a contralateral site in the same mouse. Such results indicate that T and B cells in C57BL/6 mice are not sufficiently stimulated by genome-damaged B16 cells to generically impact the growth of undamaged B16 cells.

## Discussion

Macrophage-directed immunotherapies against solid tumors have the potential for maximal efficacy when at least three elements are combined: large numbers of macrophages for cooperativity (in clusters), IgG opsonization that activates Fc receptors and stimulates macrophage-mediated phagocytosis, and disruption of the CD47 macrophage immune checkpoint (Dooling et al., 2023). Screens might add to this as might discoveries in aneuploidy, but even for well-established factors properly applied, complete tumor rejection and clearance is not guaranteed and varies greatly across in vivo mouse studies (Andrechak et al., 2022; Dooling et al., 2023; Hayes et al., 2023; Cohen-Sharir et al., 2021; Kamber et al., 2021). Here, we show a 97% survival rate of immunocompetent mice challenged with CIN-afflicted, syngeneic B16F10 tumors when maximizing macrophage-mediated activity. The result is notable given that B16F10 tumors are poorly immunogenic, do not respond to either anti-CD47 or anti-PD-1/PD-L1 monotherapies, and show modest and variable cure rates (~20–40%; Dooling et al., 2023; Hayes et al., 2023) even when macrophages have been made maximally phagocytic according to notions above. 

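Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553), which encodes PD-1, had 16 and 29 counts in DMSO tumors, 0 and 16 in MPS1i tumors of day 5, and 0 and 15 in those of day 10. In CPM these were 0.613 and 0.933, 0 and 0.752, and 0 and 0.492, where a count of 0 allows up to 0.314 CPM in the first day 5 tumor and 0.125 CPM in the first day 10 tumor. The log2 fold change was −0.91 at day 5 (SE 1.75, adjusted p = 0.839 from edgeR's quasi-likelihood test) and −1.60 at day 10 (SE 1.76, adjusted p = 0.646). The tumors with 0 counts decide the size of these changes. Without the first MPS1i tumor the change at day 5 was −0.0427, and without the first day 10 tumor that at day 10 was −0.65. Without the second tumor of a day only the tumor with 0 counts is left, and Pdcd1 was then at least 2.46-fold lower at day 5 and at least 6.16-fold lower at day 10. With this spread between the tumors of a group, even a difference in Pdcd1 of several standard errors could go undetected. Changes many times their standard error, such as that of Ccnb2 at day 5, did not pass either.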

We should note here that our whole-tumor RNA-sequencing data (Figure 1E) shows that expression of PD-1 (*Pdcd1*) follows no consistent trend upon MPS1i treatment, and that *Pdcd1* was not detected in our single-cell RNA-sequencing data for macrophage cultures (Figure 1G) – motivating further study.

These results suggest that CIN in early stages generates anti-cancer vulnerabilities that favor macrophage-mediated immune response, contingent on conditions for maximal phagocytosis. Immunocompetent mice consistently survive these challenges at high survival rates. These survivors also develop de novo anti-cancer IgG, similar to previous studies (Dooling et al., 2023; Hayes et al., 2023), that are pro-phagocytic, multi-epitope, and efficacious in vivo. The emergence of these IgGs could be synergistic with clinically relevant CD47 blockade treatments for solid tumors and help address concerns regarding resistance due to antigen loss (Jalil et al., 2020). Mice that are re-challenged with chromosomally stable CD47 KO tumors (and without exogenous anti-Tyrp1 opsonization) show increased median survival and increased immune infiltrate, further supporting the hypothesis of newly generated anti-cancer acquired immunity. More interestingly, though, we see that all mice re-challenged with CIN-afflicted CD47 KO tumors survive, even in the absence of anti-Tyrp1 opsonization. A third challenge of these two-time survivors with chromosomally stable CD47 KO tumors shows >50% mice survive and improved median survival for non-survivors. These results elucidate at least two advantages that CIN can provide to better therapeutic outcomes. First, early-stage CIN facilitates survival while generating potent de novo IgGs that can drive positive phagocytic feedback to minimize recurrence. Second, ongoing vulnerability-inducing CIN in tumor cells can both strengthen cell-mediated acquired immunity and create an antigen reservoir for the maintenance of long-term humoral immunity.

The effects of CIN and aneuploidy in macrophages certainly require further investigation. We did publish initial results showing M1-like polarization of BMDMs with IFNγ priming is sufficient to suppress growth of B16 tumoroids with anti-Tyrp1 opsonization more rapidly than unpolarized/unprimed macrophages and much more rapidly than M2-like polarization of BMDMs with IL4 (Extended Data Fig.5a in Dooling et al., 2023); hence, anti-cancer polarization contributes in this assay. While the secretome from MPS1i-treated cancer cells has been found to trigger expression of *Arg1* and *Il6* (Xian et al., 2021), both of which are pro-cancer M2-like macrophage markers (Fernando et al., 2014; Mujal et al., 2022), our findings suggest that polarization is much more complex. Here, whole-tumor bulk RNA-sequencing hints at CIN-afflicted tumors having a macrophage population that is both less anti-inflammatory and M2-like. 

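To separate the number of macrophages from their transcripts, the mean log2 CPM of 12 macrophage genes was subtracted in each tumor from that of the 15 macrophage-related genes of Figure 1E. The 12 genes were Adgre1, Csf1r, Cd68, Fcgr1, Mertk, Cd14, Aif1, Lyz2, Ctss, Tyrobp, Fcer1g and Laptm5, and 0.5 CPM was added before taking logarithms. With CPM scaled here by library size alone, the mean of the 12 genes was 6.55 and 7.32 in DMSO tumors. It was 7.46 and 7.65 in MPS1i tumors of day 5, and 6.83 and 5.61 in those of day 10. Relative to this mean, 10 of the 15 genes were lower at day 5 than in DMSO tumors, all without overlap between the tumors, and 5 were higher, 4 of them without overlap. At day 10, 9 were lower, all without overlap, and 6 were higher, 4 of them without overlap. For genes not chosen on these tumors chance gives no overlap in 33.3%, 16.7% in each direction, but the genes of Figure 1E were chosen on them, so the counts are no test. With a tumor left out, 10 genes were lower at day 5 and 9 or 10 at day 10, and the median of the list, Adgre1, Csf1r and Cd68 alone, or 2 CPM added left the counts at 10 and 9. The largest relative falls at day 5 were those of Marco (−4.60, from levels at the limit of counting), Arg1 (−4.54), Ccl2 (−3.54) and Ccl7 (−3.50). At day 10, Ccl2 (−3.60), Ccl7 (−3.35) and Ccl22 (−2.79) were the lowest, while Arg1 was higher (1.13) with overlapping tumors. Mrc1, Cd163, C1qa, C1qb and C1qc were higher relative to the macrophage genes at both days, by 0.48 to 0.91 at day 5 and by 0.42 to 0.56 at day 10. Summed over the list with TMM scaling, the macrophage genes had 1730 and 3320 CPM in DMSO tumors. They had 5110 and 5400 CPM at day 5, and 3180 and 956 CPM at day 10. This was 2.08 times the DMSO level at day 5 and 0.819 times at day 10, or 0.379 times without the first and 1.26 times without the second day 10 tumor. A list of 10 melanoma genes, Tyrp1 and Sox10 among them, had 13100 and 6410 CPM in DMSO tumors, 374 and 976 CPM at day 5, and 85.5 and 130 CPM at day 10. The M2-associated genes of Figure 1I (33 genes, 16 of them also in Figure 1E) had a median log2 fold change of −0.0946 at day 5, which did not pass limma's camera test, and of −0.41 at day 10 (adjusted p = 0.00209 over 22 lists). For the 66 M1-associated genes of Figure 1J the medians were 0.46 at day 5 (adjusted p = 0.00438) and −0.29 at day 10, which did not pass. Under fry, 0 of these calls on the Figure 1I and Figure 1J lists held. Unlike the 15 genes above, these lists were not set relative to the macrophage genes, whose own medians were 1.03 at day 5 and −0.30 at day 10. Their medians therefore do not separate macrophage number from macrophage transcripts. The paper takes its whole-tumor sequencing only as a hint that the macrophages of CIN-afflicted tumors are less anti-inflammatory and less M2-like.

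**Figure D3:**
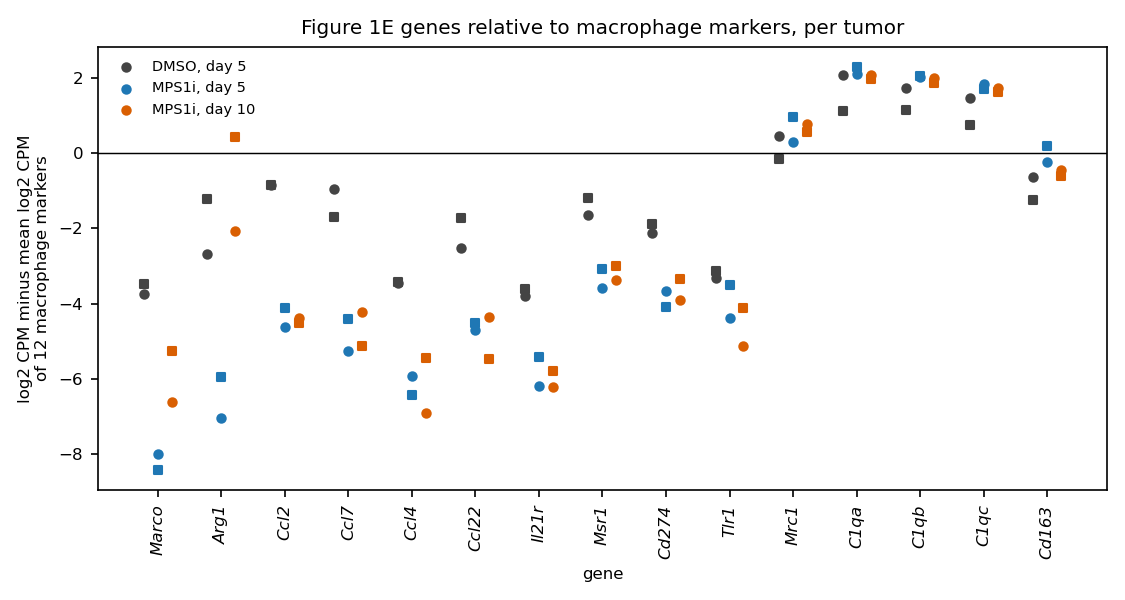
Log2 CPM of the 15 macrophage-related genes of Figure 1E minus the mean log2 CPM of 12 macrophage genes, per tumor, in DMSO tumors of day 5 and MPS1i tumors of day 5 and day 10. CPM are scaled by library size alone. Circles are the first and squares the second tumor of a group, and 10 genes are lower at day 5 than in DMSO tumors.

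**Figure D4:**
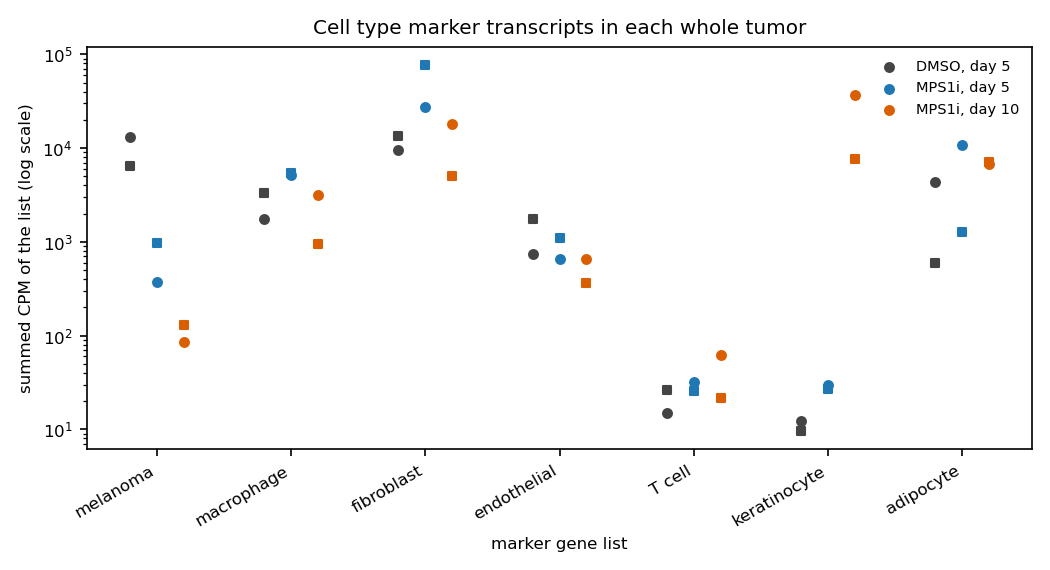
Summed CPM of 7 marker gene lists per tumor, on a log axis, in the 3 groups. Circles are the first and squares the second tumor of a group, and the melanoma list goes from 13100 and 6410 CPM in DMSO tumors to 85.5 and 130 CPM in MPS1i tumors of day 10.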

Single-cell RNA-sequencing of BMDMs treated with secretome from CIN-afflicted cells further suggests that CIN induces a microenvironment that can push macrophages to a pro-inflammatory, anti-cancer phenotype while minimizing polarization to a pro-cancer phenotype. Our transcriptomics analyses also align more with deeper investigation that suggest additional markers are required for macrophage polarization distinction (Jablonski et al., 2015). We further confirm these findings by observing increased surface protein expression of anti-cancer M1-like macrophages in in vitro 3D tumoroid co-cultures with CIN-afflicted cells and in vivo immune infiltrate experiments. Functional tests are also crucial: BMDMs show enhanced clearance of CIN-afflicted cells in 3D tumoroid phagocytosis assays. Additionally, the aforementioned study (Xian et al., 2021) only found this trend in SKOV3 cells, whereas their aneuploid fused B16 cells show decreased *Arg1* expression, suggesting possible cell-intrinsic complications. Marker-based meta-analyses of aneuploid tumor data from TCGA also suggested reduced anti-cancer macrophage activity (Davoli et al., 2017; Xian et al., 2021), but TCGA studies are likely limited to late timepoints when cancer cells have overcome CIN- and aneuploidy-associated stresses and selected for those aneuploidies that drive tumor progression in the diagnosed patients. More recently, for some solid tumors, aneuploidy with high mutational burdens reportedly shows increased survival in immunotherapy patients (Spurr et al., 2022a; Spurr et al., 2022b). Assuming that progress can be made on clinically safe targeting of the macrophage checkpoint, to overcome some current issues, the results here also suggest interesting effects and possible benefits when combining cancer CIN with sufficient myeloid cells, disruption of CD47-SIRPα, and tumor opsonization.

## Materials and methods

### Cell lines and culture

B16F10 cells (CRL-6475) were obtained from American Type Culture Collection (ATCC). Cells were cultured at 37°C and 5% CO_2_ in either RPMI-1640 (Gibco 11835-030) or Dulbecco’s Modified Eagle Medium (DMEM, Gibco 10569-010) supplemented with 10% fetal bovine serum (FBS, Sigma F2442), 100 U/ mL penicillin, and 100 μg/mL streptomycin (1% P/S, Gibco 15140-122). Cells were passaged every 2–3 days when a confluency of ~80% was reached. For trypsinization, cells were washed once with Dulbecco’s phosphate-buffered saline (PBS, Gibco 14190-136) and then detached with 0.05% Trypsin (Gibco 25300-054) for 5 min at 37°C and 5% CO_2_. Trypsin was quenched with an equal volume of complete culture media. B16F10 cells were maintained in passage in RPMI-1640 but switched to DMEM at least 3 days prior to in vivo subcutaneous injections.

### Cell line authentication

B16F10 melanoma cells were derived decades ago from a C57BL/6 mouse and are not on the list of commonly misidentified cell lines maintained by the International Cell Line Authentication Committee. Nonetheless, per good practice and eLife instructions, cell line authentication of non-human cell lines requires verification of cell line identity, including statements of (1) source, (2) authentication method(s), and ultimately (3) confirmation that the identity has been authenticated. (1) Source: B16F10 cells (CRL-6475) were obtained from ATCC. (2) Authentication: We visualize B16F10 melanization in culture and in tumors as expected of this pigmented melanoma. We also show rapid growth of subcutaneous tumors in C57BL/6 mice is consistent with historical data from other labs (Dooling et al., 2023). We analyzed mouse-specific sequencing data and marker expression that also align with established profiles of the B16F10 cell line (e.g. Tyrp1, Cd47, Sirpα) as presented here and in our recent studies (Dooling et al., 2023; Hayes et al., 2020). (3) Confirmation: Based on the above and further tests showing the B16F10 cell line is negative for mycoplasma contamination (U Penn Cell Center testing in triplicate, relative to positive and negative controls), we confirm that the cell line identity has been authenticated as that of B16F10.

### Antibodies

Antibodies used for in vivo treatment and blocking and for in vitro phagocytosis are as follows: anti-mouse/human Tyrp1 clone TA99 (BioXCell BE0151), mouse IgG2a isotype control clone C1.18.4 (BioXCell BE0085), and Ultra-LEAF anti-mouse CD172a (SIRPα) clone P84 (BioLegend 144036). Low-endotoxin and preservative-free antibody preparations were used for in vivo treatments and in vitro phagocytosis experiments. For primary antibody staining of surface proteins via flow cytometry, the following were used: anti-mouse CD47 clone MIAP301 (BioXCell BE0270) and anti-mouse/human Tyrp1 clone TA99. Secondary antibodies used for flow cytometry are as follows: Alexa Fluor 647 donkey anti-mouse IgG (Thermo Fisher A-31571) and Alexa Fluor 647 goat anti-rat IgG (Thermo Fisher A-21247). All secondary antibody concentrations used following the manufacturer’s recommendations. Please see Key resources table for further details.

For immune infiltrate analysis, the following BioLegend antibodies were used: Brilliant Violet 650 anti-mouse CD45 clone 30-F11 (103151), Brilliant Violet 785 anti-mouse CD45 clone 30-F11 (103149), APC/Cy7 anti-mouse CD45 clone 30-F11 (103115), APC anti-mouse/human CD11b clone M1/70 (101212), PE/Cyanine7 anti-mouse/human CD11b clone M1/70 (101216), PE/Dazzle 594 anti-mouse Ly6G clone 1A8 (127647), PerCP anti-mouse Ly-6G clone 1A8 (127653), PE anti-mouse F4/80 clone BM8 (123110), Brilliant Violet 605 anti-mouse Ly-6C clone HK1.4 (128035), APC anti-mouse I-A/I-E clone M5/114.15.2 (107614), Pacific Blue anti-mouse CD86 clone GL-1 (105022), APC/Cy7 anti-mouse CD86 clone GL-1 (105029), APC anti-mouse CD206 (MMR) clone C068C2 (141707), Brilliant Violet 421 anti-mouse CD206 clone C068C2 (141717), PE/Cy7 anti-mouse CD163 clone S15049F (156707), APC/Cy7 anti-mouse CD3e clone 1452C11 (100329), and Alexa Fluor 647 anti-mouse CD8a clone 53-6.7 (100727). TruStain FcX PLUS (anti-mouse CD16/32) clone S17011E (156603) was used in all immune infiltrate experiments to block Fc receptors. For immunogenicity post-MPS1i treatment, APC anti-mouse H-2Kb/H-2Db clone 28-8-6 (114613) was used. For IgG titer in tumor challenge surviving mice, the following BioLegend antibodies were used: PE anti-mouse IgG2a clone RMG2a-62 (407108, known to bind IgG2c as well) and APC anti-mouse IgG2b clone RMG2b-1 (406711). Primary antibody used in western blotting was anti-β-actin clone C4 (Santa Cruz sc 47778). Secondary antibody used in western blotting was HRP sheep anti-mouse IgG (GE Life Sciences NA931V).

### Mice

C57BL/6 mice (Jackson Laboratory 000664) were 6–12 weeks of age at the time of tumor challenges and for bone marrow harvesting, with the exception of second and third challenge experiments. Additionally, for re-challenge experiments, age-matched naïve mice were used. NSG mice (NOD.Cg-*Prkdc^scid^ Il2rg^tm1Wjl^*/SzJ) aged 6 weeks were procured from and housed in the Perelman School of Medicine Stem Cell Xenograft Core. All experiments were performed in accordance with the protocols (#803177) approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Pennsylvania.

### Drug treatments and micronuclei quantification

For MPS1i studies, the following chemical drugs were used: reversine (Cayman Chemical 10004412), AZ3146 (Cayman Chemical 19991), and BAY 12-17389 (Selleck Chemicals S8215). 24 hr prior to treatment, B16F10 cells were seeded in either 6-well or 12-well plates. For 6 wells, 20,000 cells were plated per well. For 12 wells, 2000 cells were plated per well. On the day of treatment, spent media was aspirated, and fresh media supplemented with 10% FBS, 1% P/S, and either MPS1i or DMSO vehicle control was added to each well. The concentration used for each treatment is listed in the figure legend. The volume of DMSO added was equal to the volume required for the highest MPS1i concentration for each experiment. All cells were treated for 24 hr, after which drug-containing spent media was aspirated. Cells were then washed with a full volume of PBS for 5 min. PBS was aspirated, and two repeat washes were performed. Cells were then allowed to recover from MPS1i treatment for an additional 48 hr, with a fresh media replacement 24 hr after the initial wash.

For imaging and micronuclei quantification, cells were fixed with 4% formaldehyde for 20 min after the 48 hr recovery period, stained with Hoechst for DNA, and later imaged on an Olympus IX inverted microscope with a 40×/0.6 NA objective. The Olympus IX microscope was equipped with a Prime sCMOS camera (Photometrics) and a pE-300 LED illuminator (CoolLED) and was controlled with MicroManager software v2. At least 200 B16F10 were imaged per individual well for micronuclei quantification.

### Bone marrow-derived macrophages

Bone marrow was harvested from the femurs and tibia of donor mice, lysed with ACK buffer (Gibco A1049201) to deplete red blood cells, and then cultured on Petri culture dishes for 7 days in Iscove’s Modified Dulbecco’s Medium (IMDM, Gibco 12440-053) supplemented with 10% FBS, 1% P/S, and 20 ng/mL recombinant mouse macrophage colony-stimulating factor (M-CSF, BioLegend 576406). 72 hr after initial plating, one whole volume of fresh IMDM supplemented 10% FBS, 1% P/S, and 20 ng/mL M-CSF was added. After 7 days of differentiation, spent media was removed, BMDMs were gently washed once with PBS, and fresh IMDM supplemented with 10% FBS, 1% P/S, and 20 ng/mL M-CSF was added.

### Conditioned media treatment of BMDMs

BMDMs that had successfully undergone 7 days of differentiation in 20 ng/mL M-CSF were used. Spent media was removed, BMDMs were gently washed once with PBS, and fresh IMDM supplemented with 10% FBS, 1% P/S, and 20 ng/mL M-CSF was added. Then, conditioned media from B16F10 cells treated with either MPS1i or DMSO was collected. Conditioned media was centrifuged for 5 min at 300 × *g* to remove any cellular debris. The supernatant was collected and then supplemented with 5% FBS, 1% P/S, and 20 ng/mL M-CSF. One whole volume of conditioned media was added to BMDMs with fresh media. 24 hr after treatment, BMDMs were detached using 0.05% Trypsin and processed for single-cell RNA-sequencing.

### In vitro phagocytosis

For 2D phagocytosis assays, BMDMs were detached using 0.05% Trypsin and re-plated in either 6-well or 12-well plates, at a density of 1.8×10^4^ cells per cm^2^ in IMDM supplemented with 10% FBS, 1% P/S, and 20 ng/mL M-CSF. After 24 hr elapsed, BMDMs were labeled with 0.5 μM CellTracker DeepRed dye (Invitrogen C34565), according to the manufacturer’s protocol. Following staining, BMDMs were washed and incubated in serum-free IMDM supplemented with 0.1% (wt/vol) BSA and 1% P/S. B16F10 cells were labeled with carboxyfluorescein diacetate succinimidyl ester (Vybrant CFDA-SE Cell Tracer, Invitrogen V12883), also according to the manufacturer’s protocol. B16F10 cells were detached and opsonized with 10 μg/mL anti-Tyrp1, with 10 μg/mL mouse IgG2a isotype control antibody, or 5% (vol/vol) mouse serum in 1% BSA. Opsonization was allowed for 30–45 min on ice. Opsonized B16F10 suspensions were then added to BMDMs at an ~2:1 ratio and incubated at 37°C and 5% CO_2_ for 2 hr. Non-adherent cells were removed by gently washing with PBS. For imaging, cells were fixed with 4% formaldehyde for 20 min and later imaged on an Olympus IX inverted microscope with a 40×/0.6 NA objective. The Olympus IX microscope was equipped with a Prime sCMOS camera (Photometrics) and a pE-300 LED illuminator (CoolLED) and was controlled with MicroManager software v2. At least 300 macrophages were imaged per individual well for calculation of phagocytosis.

### 3D tumoroid formation and phagocytosis

Briefly, non-TC-treated 96-well U-bottom plates were treated with 100 μL of anti-adherence rinsing solution (StemCell Technologies 07010) for 1 hr. The cells were then washed with 100 μL of complete RPMI 1640 cell culture media. This generated surfaces conducive to generating tumoroids and preventing cells from adhering to the well bottom during experiments. B16F10 were detached by brief trypsinization, resuspended at a concentration of 1×10^4^ cells per mL in complete RPMI 1640 cell culture media (10% FBS, 1% P/S) with 50 μM β-mercaptoethanol (Gibco 21985023). 100 μL of this cell suspension was added to each well such that each tumoroid initially started with approximately 1×10^3^ cells. Aggregation of B16F10 cells was confirmed 24 hr later by inspection under microscopy. Upon confirmation of tumoroid formation, BMDMs were labeled with 0.5 μM CellTracker DeepRed dye (Invitrogen C34565), according to the manufacturer’s protocol. BMDMs were then detached by brief trypsinization and gentle scraping and resuspended in complete RPMI 1640 cell culture media at a concentration that would allow for delivery of 3×10^3^ BMDMs to each individual tumoroid culture. The BMDM cell suspension was also supplemented with 120 ng/mL M-CSF and antibodies (either anti-Tyrp1 or mouse IgG2a isotype control) such that delivery of 20 μL of this suspension to each individual tumoroid culture result in final concentrations of 20 ng/mL M-CSF and 20 μg/mL of antibody. For tumoroid studies in which mouse convalescent serum was used, the BMDM cell suspension was supplemented with 120 ng/mL M-CSF and serum such that delivery of 20 μL of this suspension to each individual tumoroid culture resulted in final concentrations of 20 ng/mL M-CSF and a final mouse serum concentration of 1:200. Tumoroids were imaged on an Olympus IX inverted microscope with a 4×/0.13 NA objective.

For macrophage polarization tumoroid experiments (Figure 2B–C), B16F10 tumoroids were prepared in the same manner as described above, with the exception that no anti-Tyrp1 or mIgG2a was added. After 5 days had elapsed for the experiment, tumoroids were dissociated by brief trypsinization and stained with conjugated antibodies targeting MHCII, CD86, CD163, and CD206, following the manufacturer’s protocol. Cells were then run on a BD LSRII (Benton Dickinson) flow cytometer. Data were analyzed with FCS Express 7 software (De Novo Software).

### In vivo tumor growth

B16F10 cells cultured in DMEM growth media were detached by brief trypsinization, washed twice with PBS, and resuspended at 2×10^6^ cells per mL. Cell suspensions were kept on ice until injection. All subcutaneous injections were performed on the right flank while mice were anesthetized under isoflurane. Fur on the injection site was wet slightly with a drop of 70% ethanol and brushed aside to better visualize the skin for injection beneath the skin of a 100 μL suspension of cancer cells. For assessing immune infiltrates in early stages of tumor engraftment, when tumors are still small, we used a relatively high number of tumor cells (500,000 cells in Figure 1D and Figure 2F and G) to achieve sufficient cell numbers after dissociating the tumors, particularly for the slow-growing MPS1i-treated tumors. More specifically, with dissection, collagenase treatment, passage through a filter to remove clumps, we would lose many cells, and yet needed 100,000 viable cells or more for bulk RNA-sequencing suspensions and for flow cytometry measurements. For all other studies, 200,000 cancer cells were injected, and for subsequent treatments, mice received either intravenous or intraperitoneal injections of anti-Tyrp1 clone TA99 or mouse IgG2a isotype control clone C1.18.4 (250 μg antibody in 100 μL PBS) on days 4, 5, 7, 9, 11, 13, and 15 post-tumor challenge. Intravenous injections were done via the lateral tail vein. Tumors were monitored by palpation and measured with digital calipers. The projected area was roughly elliptical and was calculated as A = π/4 × L × W, where L is the length along the longest axis and W is the width measured along the perpendicular axis. For our studies, a projected area of 125 mm^2^ was considered terminal burden for survival analyses. Mice were humanely euthanized following IACUC protocols if tumor size reached 2.0 cm on either axis, if tumor reached a projected area greater than 200 mm^2^ or if a tumor was ulcerated.

### Adoptive cell transfers

Fresh bone marrow was harvested as described in the Bone marrow-derived macrophages section of Materials and methods. Marrow cells were counted on a hemocytometer and resuspended to a concentration of 8×10^7^ cells per mL in 5% (vol/vol) FBS/PBS. To block SIRPα, cells were then incubated with anti-SIRPα clone P84 (18 μg/mL) for 1 hr at room temperature on a rotator. After the incubation period elapsed, cells were centrifuged at 300 × *g* for 5 min, washed with PBS, and then centrifuged once more at 300 × *g* for 5 min to remove any unbound anti-SIRPα. Cells were again resuspended to a concentration of 8×10^7^ cells per mL in 2% (vol/vol) FBS/PBS, with or without anti-Tyrp1 clone TA99 (1 mg/mL). Marrow cells were then injected intravenously (2×10^7^ cells in 250 μL per mouse) into tumor-bearing mice. All adoptive transfers were done 4 days post-challenge. Control data were adapted from Dooling et al., 2023, to minimize mice for experiments, since the cited study establishes proper benchmarks for comparison and also finds that these control conditions minimally (if at all) improve survival.

### Serum collection and IgG titer quantification

Blood was drawn retro-orbitally from mice anesthetized under isoflurane, using heparin- or EDTA-coated microcapillary tubes. Collected blood was allowed to clot for 1 hr at room temperature in a microcentrifuge tube. The serum was separated from the clot by centrifugation at 1500 × *g* and stored at –20°C for use in flow cytometry and phagocytosis assays.

For IgG titer quantification, B16F10 cells were detached by trypsinization and incubated with 5% (vol/vol) mouse serum in 1% BSA. Opsonization was allowed for 30–45 min on ice. After the incubation period elapsed, cells were centrifuged at 300 × *g* for 5 min, washed once with PBS, centrifuged again at 300 × *g* for 5 min, and then resuspended in 0.1% (wt/vol) BSA with both PE anti-mouse IgG2a/c clone RMG2a-62 and APC anti-mouse IgG2b clone RMG2b-1 (see Antibodies section for more information). Anti-IgG-conjugated antibody incubation occurred for 30–45 min, after which cells were centrifuged at 300 × *g* for 5 min, washed once with PBS, centrifuged again at 300 × *g* for 5 min, and then resuspended in 5% (vol/vol) FBS/PBS. Cells were run on a BD LSRII (Benton Dickinson) flow cytometer.

### Western blotting

Lysate was prepared from B16F10 cells using RIPA buffer containing 1× protease inhibitor cocktail (Millipore Sigma P8340) and boiled in 1× NuPage LDS sample buffer (Invitrogen NP0007) with 2.5% β-mercaptoethanol. Proteins were separated by electrophoresis in NuPage 4–12% Bis-Tris gels run with 1× MOPS buffer (Invitrogen NP0323) and transferred to an iBlot nitrocellulose membrane (Invitrogen IB301002). The membranes were blocked with 5% (wt/vol) non-fat milk in Tris-buffered saline (TBS) plus Tween-20 (TBST) for 1 hr and stained with 5% (vol/vol) mouse serum overnight at 4°C with agitation. The membranes were washed with TBST and incubated with 1:500 secondary antibody conjugated with horseradish peroxidase (HRP) in 5% (wt/vol) milk in TBST for 1 hr at room temperature with agitation. The membranes were then washed again three times with TBST. Membranes probed with HRP-conjugated secondary antibody were developed a 3,3’,5,5’-teramethylbenzidine substrate (Millipore Sigma T0565). Developed membranes were scanned and then processed with ImageJ.

### Immune infiltrate analysis of tumors

For day 5 post-challenge measurements: If mice required anti-Tyrp1 treatment, mice received a single dose of intravenously delivered anti-Tyrp1 or mouse IgG2a isotype control 4 days (96 hr) post-tumor challenge. 24 hr later, mice were humanely sacrificed. Otherwise, mice were sacrificed 5 days post-tumor challenge. For immune analysis of second challenge non-survivors: Mice were humanely euthanized when tumor burden reached >150 mm^2^.

Tumors from euthanized mice were excised and placed into 5% (vol/vol) FBS/PBS. Tumors were then disaggregated using Dispase (Corning 354235) supplemented with 4 mg/mL of collagenase type IV (Gibco 17104-019) and DNAse I (Millipore Sigma, 101041159001) for 30–45 min (until noticeable disaggregation) at 37°C, centrifuged for 5 min at 300 × *g*, and resuspended in 1 mL of ACK lysis buffer for 12 min at room temperature. Samples were centrifuged for 5 min at 300 × *g*, washed once with PBS, and then resuspended in 5% (wt/vol) BSA/PBS for 20 min. After 20 min elapsed, fluorophore-conjugated antibodies to immune markers were added to each cell suspension. The following markers were used for analysis: for macrophages, CD45, CD11b, F4/80, Ly-6C, Ly-6G, CD86, CD206, MHCII; for T cells, CD45, CD3e, CD8a. Antibody binding occurred for 30 min while samples were kept on ice and covered from light. Samples were then centrifuged for 5 min at 300 × *g*, washed once with PBS, and resuspended in FluoroFix Buffer (BioLegend, 422101) for 1 hr at room temperature prior to analysis on a BD LSRII (Benton Dickinson) flow cytometer. For day 5 post-challenge measurements, 100,000–200,000 live cells were collected. For in vivo tumor infiltrate studies in re-challenged mice, 10 million live cells were collected. Data were analyzed with FCS Express 7 software (De Novo Software).

### Bulk RNA-sequencing

RNA library was constructed using NEBNext Ultra II RNA Library Prep Kit for Illumina and NEBNext Multiplex Oligos for Illumina (E7770S, E7335) per the manufacturer’s instructions. The library prepared was processed at the Next Generation Sequencing Core at the University of Pennsylvania (12-160, Translational Research Center) using NovaSeq 6000, 100 cycles (Illumina). The reads were aligned to mouse reference, mm10 (GENCODE vM23/Ensembl 98) using star alignment. Cell count matrix was generated and imported to RStudio for downstream analysis. Package ‘DESeq2’ (v1.32.0) was used for normalization and differential expression analysis. Package ‘fgsea’ (v1.18.0) was used for GSEA. Additional exploratory data analysis was then done using either RStudio or Python 3.8.

### Single-cell RNA-sequencing

RNA libraries were prepared using the 10x Genomics Chromium Single Cell Gene Expression kit (v3.1, single index, PN-1000128; PN-1000127; PN-1000213) per the manufacturer’s instructions. The libraries were sequenced at the Next Generation Sequencing Core using NovaSeq 6000, 100 cycles (Illumina). Raw base call (BCL) files were analyzed using CellRanger (version 5.0.1) to generate FASTQ files, and the ‘count’ command was used to generate raw count matrices aligned to mm10 (GENCODE vM23/Ensembl 98). Cells were filtered to make sure that they expressed a minimum of 1400 genes with less than 15% mitochondrial content. Data was normalized using the ‘LogNormalize’' method from the Seurat package. Differential expression analysis was performed using the ‘FindAllMarkers’' command, and the output was used for GSEA.

### InferCNV

Count matrix of single-cell RNA-sequencing results was used as input for InferCNV object construction (1.7.1) (InferCNV of the Trinity CTAT Project, see the following for more information: https://github.com/broadinstitute/inferCNV, Copy archived by infercnv, 2024). Gene position files were created for GRCm38. Single-cell RNA-sequencing data of DMSO-treated B16F10 were used as reference for copy number profile construction. Cell types were annotated either manually or using the package ‘SingleR’ (v1.6.1). For manual annotation, cells were clustered and assigned cell types based on the expression of cell type-specific signature genes (SI.5a). Denoised results from InferCNV were used as the input (‘infercnv.observations.txt’). The averaged copy number of each chromosome segment was calculated, and the difference between each cell’s copy number and the overall mean at each segment was calculated. The deviation was summed across the entire chromosome to obtain the distribution of the deviation. Cells sharing an absolute deviation that is more than 2.5 times standard deviation away from the distribution peak were marked as outliers for a certain chromosome in question.

### Transcriptomic gene sets

For analyzing both bulk and single-cell RNA-sequencing datasets, either hallmark gene sets (from the Human Molecular Signatures Database) or customized gene sets were used. Customized gene sets were used exclusively for macrophage-associated analyses and were made by combining gene sets from the following: Ahn et al., 2018; Cerezo-Wallis et al., 2020; Cunha et al., 2018; Mujal et al., 2022; Perry et al., 2019; Zhou et al., 2020.

### Statistical analysis and curve fitting

Statistical analyses and curve fitting were performed in GraphPad Prism 9.4. Details for each analysis are provided in the figure legends. For differential gene expression analysis for both bulk RNA-sequencing and single-cell RNA-sequencing datasets, statistical analyses were done using either RStudio 2022.02.3+492 or Python 3.8.

### Code availability

Sequencing data were analyzed using RStudio 2022.02.3+492 and the Seurat package. Additional analyses after normalization were done on either RStudio or Python 3.8. No new code central to the conclusions of this study was developed.

## Data Availability

Sequencing data have been deposited in GEO Gene Expression Omnibus under accession codes GSE261556 and GSE261555. All other data are available within the article and its supplementary information. The following datasets were generated: PhanSH HayesBH WangM DischerDE 2024Chromosomal instability can favor macrophage-mediated immune response and induce a broad, vaccination-like anti-tumor IgGNCBI Gene Expression OmnibusGSE261556 PhanSH HayesBH WangM DischerDE 2024Chromosomal instability can favor macrophage-mediated immune response and induce a broad, vaccination-like anti-tumor IgGNCBI Gene Expression OmnibusGSE261555

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background *Mus musculus*	C57BL/6J	Jackson Laboratory	Stock# 000664; RRID:IMSR_JAX:000664	Sex: Male (because B16 cell line is male derived)
Strain, strain background *Mus musculus* (male)	NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ	Perelman School of Medicine Stem Cell Xenograft Core	RRID:SCR_010035	Sex: Male
Cell line (*Mus musculus*)	B16F10	ATCC	Cat# CRL-6475; RRID:CVCL_0159	Mouse melanoma
Cell line (*Mus musculus*)	B16F10 CD47 KO	PMID: 31964705	CD47 KO	Hayes et al., 2020
Cell line (*Mus musculus*)	B16F10 sgCtrl	PMID: 31964705	sgCtrl	Hayes et al., 2020
Biological sample (*Mus musculus*)	C57BL/6J bone marrow cells	This paper		Flushed from femurs, tibias; differentiation into bone marrow-derived macrophages (BMDMs) or adoptive transfer
Biological sample (*Mus musculus*)	C57BL/6J serum	This paper		Retro-orbital blood collected from convalescent or naïve mice, clotted for 1 hr, separated by centrifugation
Antibody	InVivoMab mouse anti-human/mouse Tryp1 (clone TA99)	BioXCell	Cat# BE0151; RRID:AB_10949462	(1:1000) Opsonization (10–20 μg/mL) In vivo (250 μg/100 μL per dose)
Antibody	InVivoMab mouse IgG2a isotype control (clone C1.18.4)	BioXCell	Cat# BE0085; RRID:AB_1107771	(1:1000) (10–20 μg/mL) In vivo (250 μg/100 μL per dose)
Antibody	Ultra-LEAF rat anti-mouse SIRPα (clone P84)	BioLegend	Cat# 144036; RRID:AB_2832517	Blockade (18 μg/mL=1:50)
Antibody	InVivoMab rat anti-mouse CD47 (clone MIAP301)	BioXCell	Cat# BE0270; RRID:AB_2687793	(1:500) Flow cytom. (20 μg/mL)
Antibody	Alexa Fluor 647 anti-mouse IgG [H+L] (donkey polyclonal)	Thermo Fisher Invitrogen	Cat# A-31571; RRID:AB_162542	Flow cytom. (10 μg/mL=1:200)
Antibody	Alexa Fluor 647 anti-rat IgG [H+L] (goat polyclonal)	Thermo Fisher Invitrogen	Cat# A-21247; RRID:AB_141778	Flow cytom. (10 μg/mL=1:200)
Antibody	Horse radish peroxidase sheep anti-mouse [H+L], polyclonal	GE Life Sciences	Cat# NA931V	WB (1:500)
Antibody	Mouse anti-β-actin (clone C4)	Santa Cruz	Cat# sc47778; RRID:AB_626632	WB (1:1000)
Antibody	Brilliant Violet 650 rat anti-mouse CD45 (clone 30-F11)	BioLegend	Cat# 103151; RRID:AB_2565884	Flow cytom. (2.5 µg/mL=1:80)
Antibody	Brilliant Violet 785 rat anti-mouse CD45 (clone 30-F11)	BioLegend	Cat# 103149; RRID:AB_2564590	Flow cytom. (5 µg/mL=1:40)
Antibody	APC/Cyanine7 rat anti-mouse CD45 (clone 30-F11)	BioLegend	Cat# 103115; RRID:AB_312980	Flow cytom. (2.5 µg/mL=1:80)
Antibody	APC rat anti-mouse/human CD11b (clone M1/70)	BioLegend	Cat# 101212; RRID:AB_312795	Flow cytom. (2.5 µg/mL=1:80)
Antibody	PE/Cyanine7 rat anti-mouse/human CD11b (clone M1/70)	BioLegend	Cat# 101216; RRID:AB_312799	Flow cytom. (2.5 µg/mL=1:80)
Antibody	PE/Dazzle 594 rat anti-mouse Ly6G (clone 1A8)	BioLegend	Cat# 127647; RRID:AB_2566318	Flow cytom. (5 µg/mL=1:40)
Antibody	PerCP rat anti-mouse Ly6G (clone 1A8)	BioLegend	Cat# 127653; RRID:AB_2616998	Flow cytom. (2.5 µg/mL=1:80)
Antibody	PE rat anti-mouse F4/80 (clone BM8)	BioLegend	Cat# 123110; RRID:AB_893486	Flow cytom. (10 µg/mL=1:20)
Antibody	Brilliant Violet 605 rat anti-mouse Ly-6C (clone HK1.4)	BioLegend	Cat# 128035 RRID:AB_2562352	Flow cytom (5 µL/100 µL=1:20)
Antibody	APC rat anti-mouse I-A/I-E (clone M5/114.15.2)	BioLegend	Cat# 107614; RRID:AB_313329	Flow cytom. (2.5 µg/mL=1:80)
Antibody	Pacific Blue rat anti-mouse CD86 (clone GL-1)	BioLegend	Cat# 105022; RRID:AB_493466	Flow cytom. (10 µg/mL=1:50)
Antibody	APC/Cyanine7 rat anti-mouse CD86 (clone GL-1)	BioLegend	Cat# 105029; RRID:AB_2074993	Flow cytom. (2.5 µg/mL=1:80)
Antibody	APC rat anti-mouse CD206 (clone C068C2)	BioLegend	Cat# 141707; RRID:AB_10896057	Flow cytom. (5 µg/mL=1:40)
Antibody	Brilliant Violet 421 rat anti-mouse CD206 (clone C068C2)	BioLegend	Cat# 141717; RRID:AB_2562232	Flow cytom. (5 µL/100 µL=1:20)
Antibody	PE/Cyanine7 rat anti-mouse CD163 (clone S15049F)	BioLegend	Cat# 156707; RRID:AB_2910324	Flow cytom. (2.5 µg/mL=1:80)
Antibody	APC/Cyanine7 Armenian hamster anti-mouse CD3e (clone 145-2C11)	BioLegend	Cat# 100329; RRID:AB_1877171	Flow cytom. (5 µg/mL=1:40)
Antibody	Alexa Fluor 647 rat anti-mouse CD8a (clone 53-6.7)	BioLegend	Cat# 100727; RRID:AB_493424	Flow cytom. (2.5 µg/mL=1:200)
Antibody	APC mouse anti-mouse H-2kb/H-2Db (clone 28-8-6)	BioLegend	Cat# 114613; RRID:AB_2750193	Flow cytom. (5 µg/mL=1:40)
Antibody	PE rat anti-mouse IgG2a (clone RMG2a-62)	BioLegend	Cat# 407108; RRID:AB_10549974	Flow cytom. (5 µg/mL=1:40)
Antibody	APC rat anti-mouse IgG2b (clone RMG2b-1)	BioLegend	Cat# 406711; RRID:AB_2750277	Flow cytom. (2.5 µg/mL=1:80)
Antibody	TruStain FcX PLUS rat anti-mouse CD16/32 (clone S17011E)	BioLegend	Cat# 156603; RRID:AB_2783137	Flow cytom. Fc block (2.5 µg/mL=1:200)
Peptide, recombinant protein	Macrophage colony-stimulating factor (M-CSF)	BioLegend	Cat# 576406	BMDM differentiation (20 ng/mL)
Commercial assay or kit	Vybrant CFDA-SE Cell Trace	Thermo Fisher Invitrogen	Cat# V12883	
Commercial assay or kit	CellTracker DeepRed	Thermo Fisher Invitrogen	Cat# C34565	
Commercial assay or kit	NEBNext Ultra II RNA Library Prep Kit	NEB	Cat# E7770S	
Sequence-based reagent	NEBNext Multiplex Oligos for Illumina	NEB	Cat# E7335	
Commercial assay or kit	Chromium Single Cell Gene Expression kit	10x Genomics	Cat# PN-1000128; Cat# PN-1000127; Cat# PN-1000213	
Chemical compound, drug	Reversine	Cayman Chemical	Cat# 10004412	MPS1 inhibitor
Chemical compound, drug	AZ3146	Cayman Chemical	Cat# 19991	MPS1 inhibitor
Chemical compound, drug	BAY 12-17389	Selleck Chemicals	Cat# S8215	MPS1 inhibitor
Software, algorithm	Prism v9.4	GraphPad	RRID:SCR_002798	
Software, algorithm	FCS Express 7	De Novo Software		
Other	Anti-adherence rinsing solution	StemCell Technologies	Cat# 07010	Surface treatment for tumoroid studies
Other	ACK lysing buffer	Thermo Fisher Gibco	Cat# A1049201	Bone marrow and tumor red blood cell lysis
Other	Dispase	Corning	Cat# 354235	Tumor disaggregation
Other	DNAse I	Millipore Sigma	Cat# 101041159001	Tumor disaggregation
Other	Collagenase type IV	Thermo Fisher Gibco	Cat# 17104-019	Tumor disaggregation (4 mg/mL)

## References

[bib1] Ahn J, Xia T, Rabasa Capote A, Betancourt D, Barber GN (2018). Extrinsic phagocyte-dependent STING signaling dictates the Iimmunogenicity of dying cells. Cancer Cell.

[bib2] Alvey CM, Spinler KR, Irianto J, Pfeifer CR, Hayes B, Xia Y, Cho S, Dingal P, Hsu J, Smith L, Tewari M, Discher DE (2017). SIRPA-Inhibited, marrow-derived macrophages engorge, accumulate, and differentiate in antibody-targeted regression of solid tumors. Current Biology.

[bib3] Andrechak JC, Dooling LJ, Tobin MP, Zhang W, Hayes BH, Lee JY, Jin X, Irianto J, Discher DE (2022). CD47-SIRPα checkpoint disruption in metastases requires tumor-targeting antibody for molecular and engineered macrophage therapies. Cancers.

[bib4] Ben-David U, Amon A (2020). Context is everything: Aneuploidy in cancer. Nature Reviews Genetics.

[bib5] Boilève A, Senovilla L, Vitale I, Lissa D, Martins I, Métivier D, van den Brink S, Clevers H, Galluzzi L, Castedo M, Kroemer G (2013). Immunosurveillance against tetraploidization-induced colon tumorigenesis. Cell Cycle.

[bib6] Bruhns P (2012). Properties of mouse and human IgG receptors and their contribution to disease models. Blood.

[bib7] Cerezo-Wallis D, Contreras-Alcalde M, Troulé K, Catena X, Mucientes C, Calvo TG, Cañón E, Tejedo C, Pennacchi PC, Hogan S, Kölblinger P, Tejero H, Chen AX, Ibarz N, Graña-Castro O, Martinez L, Muñoz J, Ortiz-Romero P, Rodriguez-Peralto JL, Gómez-López G, Al-Shahrour F, Rabadán R, Levesque MP, Olmeda D, Soengas MS (2020). Midkine rewires the melanoma microenvironment toward a tolerogenic and immune-resistant state. Nature Medicine.

[bib8] Chao MP, Jaiswal S, Weissman-Tsukamoto R, Alizadeh AA, Gentles AJ, Volkmer J, Weiskopf K, Willingham SB, Raveh T, Park CY, Majeti R, Weissman IL (2010). Calreticulin is the dominant pro-phagocytic signal on multiple human cancers and is counterbalanced by CD47. Science Translational Medicine.

[bib9] Chunduri NK, Storchová Z (2019). The diverse consequences of aneuploidy. Nature Cell Biology.

[bib10] Cohen-Sharir Y, McFarland JM, Abdusamad M, Marquis C, Bernhard SV, Kazachkova M, Tang H, Ippolito MR, Laue K, Zerbib J, Malaby HLH, Jones A, Stautmeister LM, Bockaj I, Wardenaar R, Lyons N, Nagaraja A, Bass AJ, Spierings DCJ, Foijer F, Beroukhim R, Santaguida S, Golub TR, Stumpff J, Storchová Z, Ben-David U (2021). Aneuploidy renders cancer cells vulnerable to mitotic checkpoint inhibition. Nature.

[bib11] Crasta K, Ganem NJ, Dagher R, Lantermann AB, Ivanova EV, Pan Y, Nezi L, Protopopov A, Chowdhury D, Pellman D (2012). DNA breaks and chromosome pulverization from errors in mitosis. Nature.

[bib12] Cunha LD, Yang M, Carter R, Guy C, Harris L, Crawford JC, Quarato G, Boada-Romero E, Kalkavan H, Johnson MDL, Natarajan S, Turnis ME, Finkelstein D, Opferman JT, Gawad C, Green DR (2018). LC3-associated phagocytosis in myeloid cells promotes tumor immune tolerance. Cell.

[bib13] Davoli T, Uno H, Wooten EC, Elledge SJ (2017). Tumor aneuploidy correlates with markers of immune evasion and with reduced response to immunotherapy. Science.

[bib14] Dooling LJ, Andrechak JC, Hayes BH, Kadu S, Zhang W, Pan R, Vashisth M, Irianto J, Alvey CM, Ma L, Discher DE (2023). Cooperative phagocytosis of solid tumours by macrophages triggers durable anti-tumour responses. Nature Biomedical Engineering.

[bib15] Fernando MR, Reyes JL, Iannuzzi J, Leung G, McKay DM (2014). The pro-inflammatory cytokine, interleukin-6, enhances the polarization of alternatively activated macrophages. PLOS ONE.

[bib16] Georgouli M, Herraiz C, Crosas-Molist E, Fanshawe B, Maiques O, Perdrix A, Pandya P, Rodriguez-Hernandez I, Ilieva KM, Cantelli G, Karagiannis P, Mele S, Lam H, Josephs DH, Matias-Guiu X, Marti RM, Nestle FO, Orgaz JL, Malanchi I, Fruhwirth GO, Karagiannis SN, Sanz-Moreno V (2019). Regional activation of myosin II in cancer cells drives tumor progression via a secretory cross-talk with the immune microenvironment. Cell.

[bib17] Harding SM, Benci JL, Irianto J, Discher DE, Minn AJ, Greenberg RA (2017). Mitotic progression following DNA damage enables pattern recognition within micronuclei. Nature.

[bib18] Hayes BH, Tsai RK, Dooling LJ, Kadu S, Lee JY, Pantano D, Rodriguez PL, Subramanian S, Shin JW, Discher DE (2020). Macrophages show higher levels of engulfment after disruption of *cis* interactions between CD47 and the checkpoint receptor SIRPα. Journal of Cell Science.

[bib19] Hayes BH, Zhu H, Andrechak JC, Dooling LJ, Discher DE (2023). Titrating CD47 by mismatch CRISPR-interference reveals incomplete repression can eliminate IgG-opsonized tumors but limits induction of antitumor IgG. PNAS Nexus.

[bib20] Hong C, Schubert M, Tijhuis AE, Requesens M, Roorda M, van den Brink A, Ruiz LA, Bakker PL, van der Sluis T, Pieters W, Chen M, Wardenaar R, van der Vegt B, Spierings DCJ, de Bruyn M, van Vugt MATM, Foijer F (2022). cGAS-STING drives the IL-6-dependent survival of chromosomally instable cancers. Nature.

[bib21] infercnv (2024). Software Heritage.

[bib22] Ingram JR, Blomberg OS, Sockolosky JT, Ali L, Schmidt FI, Pishesha N, Espinosa C, Dougan SK, Garcia KC, Ploegh HL, Dougan M (2017). Localized CD47 blockade enhances immunotherapy for murine melanoma. PNAS.

[bib23] Jablonski KA, Amici SA, Webb LM, de D Ruiz-Rosado J, Popovich PG, Partida-Sanchez S, Guerau-de-Arellano M (2015). Novel Markers to Delineate Murine M1 and M2 Macrophages. PLOS ONE.

[bib24] Jalil AR, Andrechak JC, Discher DE (2020). Macrophage checkpoint blockade: results from initial clinical trials, binding analyses, and CD47-SIRPα structure-function. Antibody Therapeutics.

[bib25] Kamber RA, Nishiga Y, Morton B, Banuelos AM, Barkal AA, Vences-Catalán F, Gu M, Fernandez D, Seoane JA, Yao D, Liu K, Lin S, Spees K, Curtis C, Jerby-Arnon L, Weissman IL, Sage J, Bassik MC (2021). Inter-cellular CRISPR screens reveal regulators of cancer cell phagocytosis. Nature.

[bib26] Kitajima S, Tani T, Springer BF, Campisi M, Osaki T, Haratani K, Chen M, Knelson EH, Mahadevan NR, Ritter J, Yoshida R, Köhler J, Ogino A, Nozawa RS, Sundararaman SK, Thai TC, Homme M, Piel B, Kivlehan S, Obua BN, Purcell C, Yajima M, Barbie TU, Lizotte PH, Jänne PA, Paweletz CP, Gokhale PC, Barbie DA (2022). MPS1 inhibition primes immunogenicity of KRAS-LKB1 mutant lung cancer. Cancer Cell.

[bib27] Krysko DV, Ravichandran KS, Vandenabeele P (2018). Macrophages regulate the clearance of living cells by calreticulin. Nature Communications.

[bib28] Mackenzie KJ, Carroll P, Martin CA, Murina O, Fluteau A, Simpson DJ, Olova N, Sutcliffe H, Rainger JK, Leitch A, Osborn RT, Wheeler AP, Nowotny M, Gilbert N, Chandra T, Reijns MAM, Jackson AP (2017). cGAS surveillance of micronuclei links genome instability to innate immunity. Nature.

[bib29] Mallin MM, Kim N, Choudhury MI, Lee SJ, An SS, Sun SX, Konstantopoulos K, Pienta KJ, Amend SR (2023). Cells in the polyaneuploid cancer cell (PACC) state have increased metastatic potential. Clinical & Experimental Metastasis.

[bib30] Mujal AM, Combes AJ, Rao AA, Binnewies M, Samad B, Tsui J, Boissonnas A, Pollack JL, Argüello RJ, Meng MV, Porten SP, Ruhland MK, Barry KC, Chan V, Krummel MF (2022). Holistic characterization of tumor monocyte-to-macrophage differentiation integrates distinct immune phenotypes in kidney cancer. Cancer Immunology Research.

[bib31] Nimmerjahn F, Lux A, Albert H, Woigk M, Lehmann C, Dudziak D, Smith P, Ravetch JV (2010). FcγRIV deletion reveals its central role for IgG2a and IgG2b activity in vivo. PNAS.

[bib32] Noy R, Pollard JW (2014). Tumor-associated macrophages: from mechanisms to therapy. Immunity.

[bib33] Oldenborg PA, Zheleznyak A, Fang YF, Lagenaur CF, Gresham HD, Lindberg FP (2000). Role of CD47 as a marker of self on red blood cells. Science.

[bib34] Perry JSA, Morioka S, Medina CB, Iker Etchegaray J, Barron B, Raymond MH, Lucas CD, Onengut-Gumuscu S, Delpire E, Ravichandran KS (2019). Interpreting an apoptotic corpse as anti-inflammatory involves a chloride sensing pathway. Nature Cell Biology.

[bib35] Santaguida S, Tighe A, D’Alise AM, Taylor SS, Musacchio A (2010). Dissecting the role of MPS1 in chromosome biorientation and the spindle checkpoint through the small molecule inhibitor reversine. The Journal of Cell Biology.

[bib36] Santaguida S, Richardson A, Iyer DR, M’Saad O, Zasadil L, Knouse KA, Wong YL, Rhind N, Desai A, Amon A (2017). Chromosome mis-segregation generates cell-cycle-arrested cells with complex karyotypes that are eliminated by the immune system. Developmental Cell.

[bib37] Senovilla L, Vitale I, Martins I, Tailler M, Pailleret C, Michaud M, Galluzzi L, Adjemian S, Kepp O, Niso-Santano M, Shen S, Mariño G, Criollo A, Boilève A, Job B, Ladoire S, Ghiringhelli F, Sistigu A, Yamazaki T, Rello-Varona S, Locher C, Poirier-Colame V, Talbot M, Valent A, Berardinelli F, Antoccia A, Ciccosanti F, Fimia GM, Piacentini M, Fueyo A, Messina NL, Li M, Chan CJ, Sigl V, Pourcher G, Ruckenstuhl C, Carmona-Gutierrez D, Lazar V, Penninger JM, Madeo F, López-Otín C, Smyth MJ, Zitvogel L, Castedo M, Kroemer G (2012). An immunosurveillance mechanism controls cancer cell ploidy. Science.

[bib38] Sheltzer JM, Ko JH, Replogle JM, Habibe Burgos NC, Chung ES, Meehl CM, Sayles NM, Passerini V, Storchova Z, Amon A (2017). Single-chromosome gains commonly function as tumor suppressors. Cancer Cell.

[bib39] Sockolosky JT, Dougan M, Ingram JR, Ho CCM, Kauke MJ, Almo SC, Ploegh HL, Garcia KC (2016). Durable antitumor responses to CD47 blockade require adaptive immune stimulation. PNAS.

[bib40] Spurr LF, Martinez CA, Kang W, Chen M, Zha Y, Hseu R, Gutiontov SI, Turchan WT, Lynch CM, Pointer KB, Chang P, Murgu S, Husain AN, Cody B, Vokes EE, Bestvina CM, Patel JD, Diehn M, Gajewski TF, Weichselbaum RR, Chmura SJ, Pitroda SP (2022a). Highly aneuploid non-small cell lung cancer shows enhanced responsiveness to concurrent radiation and immune checkpoint blockade. Nature Cancer.

[bib41] Spurr LF, Weichselbaum RR, Pitroda SP (2022b). Tumor aneuploidy predicts survival following immunotherapy across multiple cancers. Nature Genetics.

[bib42] Suter EC, Schmid EM, Harris AR, Voets E, Francica B, Fletcher DA (2021). Antibody:CD47 ratio regulates macrophage phagocytosis through competitive receptor phosphorylation. Cell Reports.

[bib43] Taylor AM, Shih J, Ha G, Gao GF, Zhang X, Berger AC, Schumacher SE, Wang C, Hu H, Liu J, Lazar AJ, Cherniack AD, Beroukhim R, Meyerson M, Cancer Genome Atlas Research Network (2018). Genomic and functional approaches to understanding cancer aneuploidy. Cancer Cell.

[bib44] Tripathi R, Modur V, Senovilla L, Kroemer G, Komurov K (2019). Suppression of tumor antigen presentation during aneuploid tumor evolution contributes to immune evasion. Oncoimmunology.

[bib45] Tsai RK, Discher DE (2008). Inhibition of “self” engulfment through deactivation of myosin-II at the phagocytic synapse between human cells. The Journal of Cell Biology.

[bib46] Vasudevan A, Baruah PS, Smith JC, Wang Z, Sayles NM, Andrews P, Kendall J, Leu J, Chunduri NK, Levy D, Wigler M, Storchová Z, Sheltzer JM (2020). Single-chromosomal gains can function as metastasis suppressors and promoters in colon cancer. Developmental Cell.

[bib47] Vasudevan A, Schukken KM, Sausville EL, Girish V, Adebambo OA, Sheltzer JM (2021). Aneuploidy as a promoter and suppressor of malignant growth. Nature Reviews Cancer.

[bib48] Wang RW, Viganò S, Ben-David U, Amon A, Santaguida S (2021). Aneuploid senescent cells activate NF-κB to promote their immune clearance by NK cells. EMBO Reports.

[bib49] Willingham SB, Volkmer JP, Gentles AJ, Sahoo D, Dalerba P, Mitra SS, Wang J, Contreras-Trujillo H, Martin R, Cohen JD, Lovelace P, Scheeren FA, Chao MP, Weiskopf K, Tang C, Volkmer AK, Naik TJ, Storm TA, Mosley AR, Edris B, Schmid SM, Sun CK, Chua MS, Murillo O, Rajendran P, Cha AC, Chin RK, Kim D, Adorno M, Raveh T, Tseng D, Jaiswal S, Enger PØ, Steinberg GK, Li G, So SK, Majeti R, Harsh GR, van de Rijn M, Teng NNH, Sunwoo JB, Alizadeh AA, Clarke MF, Weissman IL (2012). The CD47-signal regulatory protein alpha (SIRPa) interaction is a therapeutic target for human solid tumors. PNAS.

[bib50] Xian S, Dosset M, Almanza G, Searles S, Sahani P, Waller TC, Jepsen K, Carter H, Zanetti M (2021). The unfolded protein response links tumor aneuploidy to local immune dysregulation. EMBO Reports.

[bib51] Zhou Y, Fei M, Zhang G, Liang WC, Lin W, Wu Y, Piskol R, Ridgway J, McNamara E, Huang H, Zhang J, Oh J, Patel JM, Jakubiak D, Lau J, Blackwood B, Bravo DD, Shi Y, Wang J, Hu HM, Lee WP, Jesudason R, Sangaraju D, Modrusan Z, Anderson KR, Warming S, Roose-Girma M, Yan M (2020). Blockade of the phagocytic receptor MerTK on tumor-associated macrophages enhances P2X7R-dependent STING activation by tumor-derived cGAMP. Immunity.

# Supplementary material for: Chromosomal instability induced in cancer can enhance macrophage-initiated immune responses that include anti-tumor IgG
**Source:** eLife. 2024 May 28;12:RP88054. doi: 10.7554/eLife.88054
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

eLife asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see eLife's [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### Materials:

| Newly created materials                | Indicate where provided:<br>section/figure legend | N/A |
|----------------------------------------|---------------------------------------------------|-----|
| There are no unique materials created. |                                                   | N/A |

| Antibodies                       | Indicate where provided:<br>section/figure legend | N/A |
|----------------------------------|---------------------------------------------------|-----|
| See Table in Materials & Methods | Methods section                                   |     |

| DNA and RNA sequences   | Indicate where provided:<br>section/figure legend | N/A |
|-------------------------|---------------------------------------------------|-----|
| Sequences are included. | Methods section                                   |     |

| Cell materials          | Indicate where provided:<br>section/figure legend | N/A |
|-------------------------|---------------------------------------------------|-----|
| Sequences are included. | Methods section                                   |     |
| Primary cultures.       |                                                   | N/A |

| Experimental animals                          | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------|---------------------------------------------------|-----|
| Sequences are included.                       | Methods section                                   |     |
| Animal observed in or captured from the field |                                                   | N/A |

| Plants and microbes | Indicate where provided:<br>section/figure legend | N/A |
|---------------------|---------------------------------------------------|-----|
|                     |                                                   | N/A |
|                     |                                                   | N/A |

|                             |                                                                                                   |     |
|-----------------------------|---------------------------------------------------------------------------------------------------|-----|
| Human research participants | Indicate where provided: section/figure legend) or state if these demographics were not collected | N/A |
|                             |                                                                                                   | N/A |

## Design:

|                |                                                |     |
|----------------|------------------------------------------------|-----|
| Study protocol | Indicate where provided: section/figure legend | N/A |
|                |                                                | N/A |

|                     |                                                |     |
|---------------------|------------------------------------------------|-----|
| Laboratory protocol | Indicate where provided: section/figure legend | N/A |
|                     |                                                | N/A |

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               |                                                                                                           |     |
| Randomisation                                                           |                                                                                                           |     |
| Blinding                                                                |                                                                                                           |     |
| Inclusion/exclusion criteria                                            |                                                                                                           |     |

|                                                                        |                                                                                                                                                                                 |     |
|------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend                                                                                                                                  | N/A |
| State number of times the experiment was replicated in the laboratory. | Experiments were typically replicated at least 3 times. Sample sizes are shown in Tables and Figure legends, and represent biological replicates (individual cells or animals). |     |

|                                                   |                                                            |  |
|---------------------------------------------------|------------------------------------------------------------|--|
| Data describe technical or biological replicates. | Data describe individual animals as biological replicates. |  |
|---------------------------------------------------|------------------------------------------------------------|--|

| <b>Ethics</b>                                                                                                                                                       | <b>Indicate where provided:<br/>section/submission form</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
|                                                                                                                                                                     |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              | N/A        |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Research involving vertebrate animals was done at the University of Pennsylvania following protocols reviewed and approved by the Institutional Animal Care and Use Committee (IACUC). The animals were cared for by Veterinary Services under a currently AAALAC approved program. The animals were housed in NIH-approved facilities and are observed daily by technicians. Unusual events are reported to the on call veterinarian, as well as to the investigator according to posted protocols. Other maintenance veterinary care was conducted according to NIH guidelines on the Use and Care of Animals. Facilities were inspected regularly according to NIH and AAALAC guidelines. |            |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              | N/A        |

| <b>Dual Use Research of Concern (DURC)</b>                                                                                                               | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                             | N/A        |

## Analysis:

| <b>Attrition</b>                                                                                                                                                                                                      | <b>Indicate where provided:<br/>section/figure legend</b>   | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | All data generated or analyzed are included in the figures. |            |

| <b>Statistics</b>                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------|-----------------------------------------------------------|------------|
| Describe statistical tests used and justify choice of tests. | See the Methods section entitled "Statistical analysis".  |            |

| <b>Data availability</b>                                                                                                                                         | <b>Indicate where provided:<br/>section/submission form</b>                                  | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------|------------|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | All data associated with this study are present in the paper or the Supplementary Materials. |            |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         |                                                                                              | N/A        |
|                                                                                                                                                                  |                                                                                              |            |

| <b>Code availability</b> | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------|-----------------------------------------------------------|------------|
|                          |                                                           |            |
|                          |                                                           | N/A        |

|  |  |     |
|--|--|-----|
|  |  | N/A |
|--|--|-----|

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   | N/A |

---

How the deposited data were processed for this re-analysis (not part of the article)

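Bulk RNA-sequencing of 6 whole tumors was processed, with 2 tumors in each of the groups DMSO day 5, MPS1i day 5 and MPS1i day 10. The authors made the libraries with the NEBNext Ultra II kit, aligned the reads to mm10 with STAR and counted them with featureCounts on the GENCODE vM23/Ensembl 98 annotation. The deposited files hold whole-number read counts per gene, without normalization, and keep each tumor apart. Counting ran over gene bodies with introns, was not strand-specific, left out reads that mapped to several places, and counted a read for each gene it lay over. By the coordinates in the files, 11888 of the 32285 genes overlap another gene. A gene symbol was found for 32158 genes. The single-cell experiments and the cell culture assays of the paper were not analysed here.

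Library totals ran from 10930741 to 28662110 counts, a ratio of 2.62. Genes encoded in the mitochondrion took 2.94% and 8.48% of counts in DMSO tumors, 1.75% and 4.27% in MPS1i tumors of day 5, and 7.85% and 3.55% in those of day 10. The 10 most abundant genes took between 5.72% and 13.27% of a library. The biological coefficient of variation between tumors of a group was 0.52. Replicate numbers did not pair the tumors, since the correlation of their deviations from the group means was 0.243, −0.159 and −0.0832 between the 3 pairs of groups.

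Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM normalization and genes kept by filterByExpr at a minimum count of 10, which left 19152 genes and set aside 13133. The 3 groups entered a single quasi-likelihood model with 3 residual degrees of freedom. The comparisons were MPS1i day 5 against DMSO, MPS1i day 10 against DMSO, the mean of both MPS1i groups against DMSO, and MPS1i day 10 against MPS1i day 5. P-values were two-sided and adjusted over all tested genes by the Benjamini-Hochberg method, with 0.05 as the threshold. For the 24 genes of Figure 1E, p-values adjusted over the list alone were computed as well. With a group at or under 3 counts in both tumors, fold changes are given as lower bounds against that limit. Where such a group holds counts above 0, its level can lie above the limit, so the fold may be smaller. The genes named were set by a rule, which took the genes the paper names for these tumors, Cd47 and Tyrp1, and the markers of the lists reported. To these came the 3 largest fitted changes each way at day 5 and day 10 among genes with an adjusted p under 0.05, a mean of at least 50 counts and no overlap between groups. At day 5 no gene met that rule. The genes of the liver, pancreas, bile duct and hair follicle lists were chosen after their values were seen. A further result, on a difference between replicate tumors, is not reported here.

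Gene sets were tested with fgsea 1.28.0, with a minimum size of 5 genes, on 10 Reactome sets that come with it, the cell cycle lists of Seurat 5.3.0 and a hypoxia list. Lists of marker genes were tested with camera (inter-gene correlation 0.01) and fry in limma 3.58.1, on log2 CPM with a prior count of 2. The 22 lists cover the genes of Figure 1I and Figure 1J, macrophages, leukocytes, melanoma cells, T cells, B cells, NK cells, neutrophils, dendritic cells, fibroblasts, endothelial cells, skeletal muscle, keratinocytes, adipocytes, erythroid cells, hypoxia, interferon response, p53 targets, MHC class I, MHC class II and the Y chromosome. Chromosome-wide shifts were set against 10000 random gene sets of the same size. The correlation of the day 5 and day 10 changes was set against 100 simulated data sets without an effect that share the DMSO tumors in the same way.

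The alternatives were DESeq2's size factors in edgeR, library size alone, no filter on low counts, at least 10 counts in every tumor, a replicate block, robust empirical Bayes, DESeq2 1.42.0 with its Wald test, only the compared groups in the model, and leaving out each tumor in turn. For gene sets they were ranking by log2 fold change or by DESeq2's Wald statistic, camera and fry, and for the macrophage comparison another reference or prior. The groups, comparisons, tests, these alternatives, the gene lists apart from the liver, pancreas, bile duct and hair follicle ones, and the rule for named genes were set before the data were examined. Thinning every library to the smallest total was chosen after seeing the data. The steps were tested on simulated data, in which 200 of 19152 genes were changed 16-fold between groups of 2 libraries. There edgeR, on the 18726 genes its filter kept, found 65.5% of the changed genes and 13.2% of its calls were false, while DESeq2, on all 19152 genes, found 81% with 42.3% of its calls false. In the comparison without any change, edgeR called 3 genes. The lowered gene set had an NES of −3.41, and 0 of 7 sets that shared no gene with it were called.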

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

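The comparisons, gene sets and marker lists of this part, with their tests, were set in advance. Of the tests of explanations, that on keratinocyte genes was set in advance. The other tests of explanations in this part were chosen only after the result was seen.

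MPS1i tumors of day 10 differed from MPS1i tumors of day 5, a comparison the paper makes only through Figure 1E. Between them 247 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test, 232 higher and 15 lower at day 10. Of the 247, 232 also passed at day 10 against DMSO tumors, and 8 of the 10 genes of the keratinocyte list were among them. The difference between days was tested directly, but age of the tumor, site of growth and amount of attached tissue all go with the day. The count fell to 6 with at least 10 counts required in every tumor, and to 0 with only the compared groups in the model. Lower depth at day 5 is argued against as the source, since 231 genes still passed after every library was thinned to the smallest total.

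The changes of a pair of gene sets against DMSO tumors differed between the days. Respiratory electron transport had an NES of 2.87 for day 10 against day 5 (adjusted p = 2.45e-15), and Cholesterol biosynthesis an NES of 2.54 (adjusted p = 1.01e-07). The mean log2 CPM of the respiratory set was 6.27 and 6.27 at day 5 and 7.02 and 7.38 at day 10, and that of the cholesterol set 3.99 and 4.34 at day 5 and 5.71 and 5.59 at day 10. No single gene of either set passed over all genes (0 of 75 and 0 of 22). Mitochondrially encoded transcripts are argued against as the source, since without the 11 such genes the NES was 3.04 (adjusted p = 8.34e-19). A larger share of skin, fat or muscle may also raise such genes, and here the tumors of day 10 do not decide. The first of them held the most keratinocyte RNA, yet the cholesterol set was only 0.122 higher in it than in the second, and the respiratory set −0.361, so this share and the day cannot be told apart. A change of metabolism in the older tumors stays open and untested.

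A list of 10 melanoma genes, 9 of them outside those shown in Figure 1E, was far lower in MPS1i tumors. Its summed level was 14.5 times higher in DMSO tumors than in MPS1i tumors of day 5 (9.5 times without the first DMSO tumor, 26.1 times without the second MPS1i tumor), and 90.5 times higher than in those of day 10 (59.5 times without the first DMSO tumor). The median log2 fold change was −3.79 at day 5 (adjusted p = 7.85e-10 by camera) and −6.41 at day 10 (adjusted p = 6.87e-11), and under fry only the day 10 call held. Dct, the most abundant of them, had 5065 and 2334 CPM in DMSO tumors, 172.0 and 434.2 CPM at day 5, and 16.7 and 39.2 CPM at day 10. A lower share of melanoma RNA alone would raise the markers of every other cell type together. At day 10 this is argued against as the whole change in composition, since 6 of the 12 lists of other cell types were lower than in DMSO tumors and 6 were higher, from 0.383 times (NK cells) to 2010 times (keratinocytes). Of the lower lists, fibroblasts (0.999 times), neutrophils (0.952) and macrophages (0.819) stood at 1.56, 1.52 and 1.26 times without the second day 10 tumor, which left 3 of 12 lower. NK cells, dendritic cells and endothelial cells were lower, and 5 lists higher, whichever tumor was left out. Fewer melanoma cells together with a change in the host cells, or lower expression of these genes in each melanoma cell, stay open. The drug, which acts on dividing cells before injection, is a biological explanation that the design names at day 5, where no test here separates it from sampling of the tumor.

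Keratinocyte genes appeared in the tumors of day 10, outside the genes the paper discusses. Their summed level was 2010 times that of DMSO tumors (702 times without the first day 10 tumor, 3330 times without the second), at 36600 and 7720 CPM against 12.3 and 9.69 CPM, with an adjusted p of 9.68e-14 by camera that held under fry. Krt10 had 11710 and 1793 CPM at day 10 and 2.88 and 2.96 CPM in DMSO tumors, and Lor 7999 and 2461 CPM against 1.11 and 1.06 CPM. The list made up 3.56% and 0.822% of the counts of the day 10 libraries. The 2010-fold rise was the measure set in advance for attached tissue as part of the day 10 differences, but it does not show where the keratinocyte RNA came from, so skin excised along with the tumor stays open beside other sources. Muscle and fat lists rose less, by 2.74 times (1.25 times without the first day 10 tumor, 4.20 times without the second) and 2.79 times (11.7 times without the first DMSO tumor, 1.58 times without the second). At day 5 they stood at 2.55 times (1.68 to 3.43 with a tumor left out) and 2.44 times (0.515 to 10.2), so these rises are not specific to day 10. By the keratinocyte level, part of the genes that pass at day 10 may belong to keratinocytes or other attached tissue rather than to the tumor. No library of tumor-free skin or of a DMSO tumor of day 10 was analysed here, so how much of the day 10 comparison this concerns stays open.

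Interferon response genes fell in MPS1i tumors, though they are outside the genes the paper discusses for these tumors. Of 15 listed genes 14 were found, and their summed level was 4.07 times higher in DMSO tumors than in MPS1i tumors of day 10, at 1030 and 1060 CPM against 298 and 216 CPM. The median log2 fold change was −0.61 at day 5 (adjusted p = 0.00126 by camera) and −2.09 at day 10 (adjusted p = 1.61e-09), and fry kept the call of day 10. Cxcl10 had 139.4 and 91.2 CPM in DMSO tumors and 2.59 and 2.59 CPM at day 10. A lower share of leukocytes is argued against as the whole cause, since the list changed by −1.23 on the log2 scale relative to the leukocyte list, without overlap between the tumors, which chance gives in 16.7% of cases each way. The relative levels were −0.0906 and −0.909 in DMSO tumors and −2.19 and −1.26 at day 10. Loss of interferon-producing or interferon-responding melanoma cells, age of the tumor and an effect of the drug stay open.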

How the results depend on the processing

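DESeq2's size factors in edgeR kept all 68 gene changes in the same direction and on the same side of the threshold, and left 768 genes at day 10, 269 over both days and 238 between the days. With at least 10 counts required in every tumor, 357 genes passed at day 10 and 6 between day 10 and day 5, because genes near the limit in any group leave the test, and of the 357 genes 169 were higher and 188 lower. Without a filter on low counts, 35 genes passed at day 5, 1290 at day 10, 631 over both days and 594 between the days, and the cause was not tested. DESeq2's Wald test gave 1240, 3177, 2218 and 2383 genes in the same order, and the cause was not tested here beyond its higher share of false calls on simulated data. Of the DESeq2 genes 588 were higher and 652 lower at day 5, 1846 and 1331 at day 10, and 1156 and 1062 over both days, where edgeR had 58 and 267. With library size alone, 533 genes passed over both days and 397 between the days, and the cause was not tested. With a replicate block, 157 genes passed over both days, where the block takes a degree of freedom and the replicate numbers pair nothing. With only the compared groups in the model, 0 genes passed between the days, where 2697 had an unadjusted p under 0.05, from fewer samples behind the spread. Of the 776 genes of day 10, 757 also passed with DESeq2's size factors, 771 with library size alone, 771 without a filter, 753 with robust empirical Bayes, 752 with DESeq2, 526 with the block, 521 with only the compared groups and 347 with the stricter filter.

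With all 6 tumors in the data, directions turned only for changes near 0. Under library size alone, the day 10 log2 fold change was −0.0389 for Mrc1, −0.145 for Cd163, −0.146 for C1qa, −0.0787 for C1qb and −0.0159 for C1qc, and the day 5 change −0.259 for Mta1 and −0.102 for Tlr1, which follows from its shift of all genes. Without a filter, Cd163 was at −0.00534 and C1qa at −0.00736 at day 10. With the replicate block, Cd163 was at −0.0622, C1qa at −0.0835 and C1qb at −0.0270 at day 10, and Mt4, at 0 counts in all tumors of day 5, at −0.0598. The cause was not tested for the filter or the block. With a tumor left out larger changes turned as well, from 1.43 to −5.61 for Car9 and from 0.69 to −0.06 for Slc9a9 at day 10, and from 0.86 to −0.67 for Vegfc at day 5. Of the other gene results, DESeq2 moved 19 of 67 past the threshold, no filter 7 and library size alone 2, and only the compared groups dropped Ccl2 at day 10.

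With each tumor left out, the Figure 1E genes lower at day 5 ranged from 15 to 17, those lower at day 10 from 17 to 22 and those lower at day 10 than at day 5 from 18 to 20 across 4 fits each, without p-values. Relative to the macrophage genes, 10 genes were lower at day 5 in each of these fits, and from 9 to 10 at day 10. The gene set counts fell to 3 at day 5, 5 over both days and 5 at day 10 under fry, and the list calls at either day from 16 to 5, and the cause was not tested. The sets lower ran from 3 to 11 at day 5 and from 5 to 9 at day 10 over 7 alternatives. In the first MPS1i tumor of day 5, the library with the lowest total, a level under 0.314 CPM is not detectable, which limits Marco and Pdcd1. Calls are not given with a tumor left out, since a group then has 1 tumor.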

Differences from the paper's values

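The paper states no value for these tumors on a measure computed here, so what follows sets its statements on genes and directions beside the values.

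The paper has Mrc1, Cd163 and the C1q genes lower by day 10. Against DMSO tumors their log2 fold changes at day 10 were 0.11, 0.0055, 0.0064 (C1qa), 0.07 (C1qb) and 0.13 (C1qc), with adjusted p-values from 0.915 to 0.997. Of the alternatives set before the data were examined, library size alone put all 5 below 0, the replicate block Cd163, C1qa and C1qb, and the absence of a filter Cd163 and C1qa. DESeq2's size factors, DESeq2's Wald test and only the compared groups left all 5 above 0, while robust empirical Bayes and the stricter filter were not run for single genes. None of these put any of the 5 past the threshold at day 10. Leaving out the first day 10 tumor put all 5 below 0, from −0.96 to −0.77, leaving out the first DMSO tumor Cd163, and leaving out the second C1qa. Against MPS1i tumors of day 5 they were lower by log2 fold changes from −1.87 to −1.35, which also did not pass.

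The paper has Marco and Cd27 lower by day 10. Marco was lower than in DMSO tumors at day 10 (−3.72, adjusted p = 0.0502). It was higher than in MPS1i tumors of day 5 (adjusted p = 0.214), by 3.05-fold against the limit of 3 counts. DESeq2, library size alone and no filter put Marco past the threshold at day 10 (adjusted p = 3.59e-05, 0.0406 and 0.0397). Cd27 changed by −0.12 at day 10 (adjusted p = 0.958).

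The legend of Figure 1E has M2 markers lower at day 5 and lower still at day 10. Of its 24 genes, 15 were lower at day 5 and 19 were lower at day 10 than at day 5, and by edgeR's quasi-likelihood test 0 passed in either comparison, with 15 at an unadjusted p under 0.05 in each. DESeq2's Wald test put 8 of them past the threshold at day 5 and 6 between the days, the fit without a filter 2 and 2, and the replicate block 0 and 1. Arg1 moved the other way between the days, from −4.18 at day 5 to 0.24 at day 10. The other single genes that the text names as lower at day 5, Arg1, Marco and Cd274, had adjusted p-values of 0.227, 0.169 and 0.415, and DESeq2 put Arg1 and Marco past the threshold. At day 10, Cd274 had an adjusted p of 0.0694, and DESeq2 (0.00172), library size alone (0.0496) and no filter (0.0438) put it past the threshold.

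The paper has Ccl2, Ccl4, Ccl7, Ccl22 and Il21r lower at both days. All 5 had negative changes at both days, with 0 of them past the threshold at day 5 and Ccl2 and Ccl4 past it at day 10. DESeq2 put Ccl2 and Ccl4 past it at day 5 and all 5 at day 10, and the fit without a filter put Ccl7 past it at day 10 (adjusted p = 0.0293).

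The paper has growth pathways lower in Figure 1F. Cell cycle, DNA repair and glycolysis sets were lower at both days, but the mTOR signalling set was not (NES 1.12 and 0.633), and Respiratory electron transport and Cholesterol biosynthesis were lower at day 5 (NES −2.42 and −2.20) and higher at day 10 (NES 1.96 and 1.73). The paper does not name the comparison behind that figure. For the last sets, fry kept neither the rise at day 10 (adjusted p = 0.236 and 0.195) nor the fall at day 5 (0.205 and 0.12). At day 5 and day 10 fry also did not keep Cell Cycle, Mitotic (0.12 and 0.0555) or DNA Repair (0.0715 and 0.0569). It kept Glycolysis and the G2/M phase list at both days. These are other gene sets than those the paper used.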

Other observations

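The marker lists and their tests were set in advance, apart from the liver, pancreas, bile duct and hair follicle lists. Of the tests of explanations, those on macrophage content, cell cycle genes, chromosomes as copy number and interferon at day 5 were set in advance. The other tests of explanations in this part were chosen only after the result was seen.

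The M2-associated genes of Figure 1E differed between the groups. A lower share of macrophages is argued against for the genes that were lower at day 5, since the summed level of the macrophage list, which was not chosen on these tumors, was 2.08 times that of DMSO tumors (from 1.58 to 3.04 times with a tumor left out), with 11 of its 12 genes higher. That 10 of 15 genes of Figure 1E were lower relative to that list without overlap decides nothing by itself, because the study chose these genes on the same tumors. For the fall of Mrc1, Cd163 and the C1q genes from day 5 to day 10, a smaller share of macrophages is consistent with the values, since their median change relative to the macrophage list was −0.106 (from −0.496 to 0.0317). With unchanged expression in each melanoma cell, melanoma cells as the only source are argued against at day 5 for Cd274 and Msr1. The median change of these genes was −1.07. Whether expression in each melanoma cell changed was not tested. Each fell less, by over 2 of its own SE, than the smallest fall among 10 melanoma genes (−2.33). The SE of that melanoma gene was not counted in. Both also fell less in each fit with a tumor left out. At day 10 both also fell less (−2.35 and −2.49 against −3.46). Without the first DMSO tumor, however, Msr1 then fell more (−2.94 against −2.84). Melanoma cells as a source beside other cells, or with changed expression in each cell, stay open for both genes. For Ccl4, Ccl22 and Il21r, with a median of −1.85 at day 5, melanoma cells as the source cannot be told apart. Without the first DMSO tumor Ccl4 and Ccl22 fell to −2.48 and −2.46, against −1.78 for the smallest melanoma fall, and at day 10 Ccl4 (−4.26) and Il21r (−3.61) lay within the melanoma range of −7.72 to −3.46. Ccl2 and Ccl7 fell by a median of −2.63 at day 5, within the range of the melanoma genes (−5.35 to −2.33), so melanoma cells and macrophages cannot be told apart as their source. The same holds for Arg1 (−4.18) and Marco (40.6-fold lower against the limit of 3 counts). Marco was 25.4-fold lower without the second DMSO tumor and 65.6-fold without the first MPS1i tumor. From day 5 to day 10 Arg1 and Marco rose by a mean of 3.35 while the melanoma list fell by 2.52. This rise can come from other cells and leaves their source in DMSO tumors open. Lower expression in each macrophage, and other host cells that express these genes, stay open.

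Cell cycle genes were lower in MPS1i tumors at both days. The melanoma list fell by more (−3.79 at day 5) than the S and G2/M phase lists (−0.86 and −2.14), so a lower share of dividing melanoma cells is consistent with the fall. Slower division of the remaining cells, as the paper reads the gene sets, stays open, since whole-tumor counts do not separate it.

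Genes of some chromosomes shifted together in MPS1i tumors. At day 5, 8 of 20 chromosomes lay outside the range of 10000 random gene sets in the same direction in both tumors, and 5 did at day 10, with chromosomes 6, 13, 14 and 15 at both days. Copy number change of the injected cells cannot be told apart from composition by this count, because shared DMSO tumors and neighboring genes of like function also give such shifts. The shift of each chromosome at day 10 went with the difference between the DMSO tumors themselves (second minus first), with r = 0.765 across 20 chromosomes (rho = 0.693, permutation p = 1.2e-04, Benjamini-Hochberg adjusted 1.2e-04 over 2 relations). At day 5, r was 0.804 (rho = 0.798, permutation p = 1e-05, the smallest that the permutations can give, adjusted 2e-05). Chromosomes are not independent replicates. The second DMSO tumor had 6410 CPM of melanoma genes against 13100 CPM in the first, so the share of melanoma cells may account for much of the shift.

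Innate sensing of micronuclei would raise interferon response genes. At day 5 the interferon list had a median log2 fold change of −0.607 (adjusted p = 0.00126 by camera and 0.457 under fry), but the cells with micronuclei are the melanoma cells, whose own list fell by 3.79. A rise within them would not show in whole tumors, so such sensing cannot be told apart from its absence here.

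Y-linked genes were present in all 6 tumors, and Xist was nearly absent, in tumors that the labels place in female mice and the paper in male mice. Ddx3y had 485 and 1145 counts in DMSO tumors, 317 and 990 at day 5, and 1039 and 1227 at day 10, while Xist had 11 and 6, 2 and 4, and 15 and 27. The summed level of the Y-linked list was 1.83 times the DMSO level at day 10 (2.83 times without the second DMSO tumor) while the melanoma list fell, which is consistent with male host tissue. B16F10 cells are male-derived by the paper's account, so part of the Y-linked counts can come from them. Macrophage genes, a sign of host cells, stood at 1730 and 3320 CPM in DMSO tumors. They stood at 5110 and 5400 CPM at day 5, and at 3180 and 956 CPM at day 10. With host RNA in all 6 tumors, the near absence of Xist, which female cells express, argues against female mice. This goes with a mislabelled sex in the sample labels, and no biological explanation was tested.

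The second MPS1i tumor of day 10 carried transcripts typical of liver, at 10 times or more the level of the first for 14 of 15 hepatocyte genes. Alb had 1773 CPM against 5.10 CPM, Ttr 690.8 CPM against 0.0418 CPM and Apoa1 518.5 CPM against 4.39 CPM, and Trf, which other tissues express, 1.42 times. Genes of biliary epithelium were higher as well, with a median ratio of 116 over 12 genes, led by Tm4sf4 (1510 CPM), Krt19 (1401 CPM) and Muc1 (861 CPM). Hair follicle genes had a median ratio of 374, with 11 of 12 genes over 10 times, while 12 pancreas genes had a median ratio of 1. Only 4 of those 12 passed the filter on low counts, and Ctrb1 (1045 CPM against 0 CPM) and Reg1 (250.6 CPM against 0.46 CPM) were over 10 times, so pancreas genes are not excluded. RNA of hepatocytes and RNA of a biliary-type or other epithelium are each consistent with these values, and the tests do not choose between them. Contamination of this library, tissue taken with the tumor and aberrant expression in the tumor stay open, and no biological explanation was tested. Car9 at 425.3 CPM in this tumor, against 1.59 CPM in the first, belongs to the same library.

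Few genes passed at day 5. Lower depth is argued against as the whole cause, since thinning every library to the smallest total left 655 genes past the threshold at day 10. With every library thinned to the same depth, a larger spread between the tumors of day 5 cannot be told apart, because its measures disagree. The biological coefficient of variation with the DMSO tumors was 0.474 at day 5 and 0.488 at day 10, and the correlation within the MPS1i pair 0.903 and 0.875. The SD of the log2 difference within the pair was 1.28 and 1.37. Only the median absolute log2 difference within the pair, at 0.653 and 0.559, went with a larger spread at day 5. A smaller difference from DMSO tumors at day 5 (r from 0.876 to 0.931, against 0.741 to 0.794 at day 10) stays open too.

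The day 5 and day 10 changes had r = 0.371 across genes, within or below the 0.459 to 0.508 that 100 simulated data sets without an effect gave through the shared DMSO tumors, and r = 0.483 among genes with at least 10 counts in every tumor. Genes are not independent replicates. At an unadjusted p under 0.05 on both days there were 1200 genes, 1160 of them with the same sign, against 159 to 247 in the simulations. With adjusted p-values 0 genes passed on both days.

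The other marker lists gave these results, as median log2 fold changes at day 5 and day 10. By camera, the lists of macrophages (1.03, adjusted p = 0.00564) and fibroblasts (2.15, adjusted p = 0.00381) were higher at day 5, and that of hypoxia lower at day 5 (−1.33, adjusted p = 0.00101) and day 10 (−1.28, adjusted p = 0.00517). The fibroblast list had 4.51 times the DMSO level at day 5, or 2.39 times without the second MPS1i tumor, led by Col3a1 at 10420 and 25090 CPM. At day 10 leukocytes (−0.86, adjusted p = 0.0242), NK cells (−1.16, adjusted p = 0.0108) and dendritic cells (−1.45, adjusted p = 0.0203) were lower, and skeletal muscle (1.53, adjusted p = 0.0375) and adipocytes (1.56, adjusted p = 0.0363) higher. Of these calls fry kept only those of the hypoxia list. Lists that did not pass at day 10 were macrophages (−0.30) and fibroblasts (−0.13), and at day 5 leukocytes (0.36), NK cells (0.94), dendritic cells (−0.05), skeletal muscle (0.36), keratinocytes (0.79) and adipocytes (1.29). By camera with TMM scaling and no block, these passed at neither day: T cells (0.38 and 0.37), B cells (−0.18 and 0.40), neutrophils (0.0012 and 0.64), endothelial cells (−0.63 and −1.11), erythroid cells (−0.94 and 0.27), p53 targets (−0.15 and −0.0051), MHC class I (0.27 and −0.13), MHC class II (0.99 and −0.17) and Y-linked genes (0.56 and 0.87). With library size alone, MHC class II and adipocytes also passed at day 5, both higher, and with the replicate block adipocytes (higher) and erythroid cells (lower) did, while skeletal muscle no longer passed at day 10. Library size alone turned neutrophils (−0.299) and MHC class I (−0.0396) lower at day 5, and DESeq2's size factors turned p53 targets to 0.0219 at day 10. The macrophage list shares Cd68 with Figure 1I and Laptm5 with the leukocyte list, the hypoxia list shares Car9 with Figure 1E, and MHC class I shares B2m and Tapbp with Figure 1J.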
